# A maternal low protein diet has pronounced effects on mitochondrial gene expression in offspring liver and skeletal muscle; protective effect of taurine

**DOI:** 10.1186/1423-0127-17-S1-S38

**Published:** 2010-08-24

**Authors:** Ole Hartvig Mortensen, Hanne Lodberg Olsen, Lis Frandsen, Peter Eigil Nielsen, Finn Cilius Nielsen, Niels Grunnet, Bjørn Quistorff

## Abstract

**Background:**

Low birth weight is associated with an increased risk of developing impaired glucose tolerance, and eventually type 2 diabetes in adult life. Gestational protein restriction in rodents gives rise to a low birth weight phenotype in the offspring.

**Results:**

We examined gene expression changes in liver and skeletal muscle of mice subjected to gestational protein restriction (LP) or not (NP), with or without taurine supplementation in the drinking water. LP offspring had a 40% lower birth weight than NP offspring, with taurine preventing half the decrease. Microarray gene expression analysis of newborn mice revealed significant changes in 2012 genes in liver and 967 genes in skeletal muscle of LP offspring. Taurine prevented 30% and 46% of these expression changes, respectively. Mitochondrial genes, especially those involved with oxidative phosphorylation, were more abundantly changed than other genes. The mitochondrial genes were mainly upregulated in liver, but downregulated in skeletal muscle, despite no change in citrate synthase activity in either tissue. Taurine preferentially rescued genes concerned with fatty acid metabolism in liver and with oxidative phosphorylation and TCA cycle in skeletal muscle. A mitochondrial signature was seen in the liver of NP offspring with taurine supplementation, as gene sets for mitochondrial ribosome as well as lipid metabolism were over represented in 4-week-old offspring subjected to gestational taurine supplementation. Likewise, 11 mitochondrial genes were significantly upregulated by gestational taurine supplementation in 4-week-old NP offspring.

**Conclusions:**

Gestational protein restriction resulted in lower birth weight associated with significant gene expression changes, which was different in liver and muscle of offspring. However, a major part of the birth weight decrease and the expression changes were prevented by maternal taurine supplementation, implying taurine is a key factor in determining expression patterns during development and in that respect also an important component in metabolic fetal programming.

## Background

Low birth weight is associated with increased risk of developing an abnormal metabolic phenotype such as obesity and type 2 diabetes [1] in later life [2] and is in humans associated with impaired insulin signaling in skeletal muscle [3-5], hepatic insulin resistance [6], and decreased insulin secretion [7] in adult life. However, the exact mechanism by which impaired fetal growth confers insulin resistance is unknown, although recently mitochondrial oxidative stress was proposed as a possible mechanism [8].

Animal models mimicking impaired fetal growth all display dysregulated glucose metabolism and altered insulin sensitivity in adult life [9]. Gestational protein restriction, where dams are fed a low protein (LP) diet during pregnancy, is one such model [9] and although most studies have focused on betal-cell dysfunction [9], an increase in peripheral insulin sensitivity in young animals [10] and a decrease in old animals [11,12] has been observed in offspring subjected to a maternal low protein diet.

Taurine, a sulfur-containing amino acid which does not enter protein synthesis, has a number of physiological functions such as conjugation with bile acids, osmotic pressure regulation in brain and antioxidant properties. Additionally, taurine functions as a chemical chaperone in conjugation with ursodeoxycholic acid, thereby relieving ER stress, and may be required for optimal mitochondrial protein synthesis, as taurine conjugation of one mitochondrial tRNA is required for optimal function tRNA [13]. Taurine has also been suggested to be involved in skeletal muscle fatigue, most likely due to a mitochondrial effect [14]  (for reviews, see [15,16]). Furthermore, taurine lowers blood glucose in type 2 diabetic patients [16,17] and has in rodents been shown to be able to prevent or delay development of insulin resistance induced by fructose-overfeeding in rodents [18]. Taurine ameliorates some of the harmful effects that gestational protein restriction confers upon the pancreas of the offspring by normalizing proliferation [19], vascularization, and decreasing sensitivity towards cytokines in pancreatic islets [20]. Collectively, these studies suggest that taurine has a profound impact on gene expression, a ‘reprogramming’ or rescuing effect, during fetal development, perhaps via epigenetic and/or organogenesis related mechanisms.

In the present study, we examined the effect of maternal taurine supplementation upon the offspring of gestational protein restriction by gene expression profiling of liver and skeletal muscle.

## Experimental procedures

### Animals

Virgin female (7-8 weeks old, N=3 per diet group) C57BL/6 mice (Taconic, Ejby, Denmark) were mated with C57BL/6 male mice. Following observation of a vaginal plug (gestation day 0), the mice were randomized into four different diet groups: Normal protein (20% casein; NP; Hope Farms 4400.00, Woerden, NL) or low protein (8% casein; LP; Hope Farms 4400.01), both with no detectable taurine, with or without 1% (w/v) taurine in the drinking water (tau, i.e. NP+tau or LP+tau) (synthetic taurine; Sigma-Aldrich, St. Louis, MO, USA).

The four different diet groups were considered largely isocaloric since taurine supplementation only marginally contributes to the calorie intake as taurine is not metabolized and cannot make up for the decreased intake of essential amino acids caused by the LP diet. Mice were kept in a 12-hour light/dark cycle. At day 19 the mice gave birth and newborn pups were weighed, killed by decapitation and liver and hind leg skeletal muscle quickly and quantitatively removed, weighed, quick frozen in liquid nitrogen and stored at -80 °C for further analysis. For the newborn mice, a total of 25 pups from 12 different dams were analyzed, with 5≤n≤7 pups per group, all groups being a mixture of male and female pups. For examination of an effect of taurine upon NP offspring, 3 animals from NP and NP+tau were sacrificed at 4 weeks of age, followed by decapitation, quick removal of liver and quadriceps muscle. Tissue was quick frozen in liquid nitrogen and stored at -80 °C until further analysis. All experimental procedures were approved by The National Committee on Animal Experimentation, Denmark and by the local animal facility at the University of Copenhagen, Denmark.

### RNA preparation

RNA was extracted from muscle and liver tissue using Trizol (Invitrogen, Carlsbad, CA, USA) as described by the manufacturer. In brief, tissue was homogenized in Trizol with a 5 mm steel bead, using a Qiagen Tissuelyzer (Qiagen). Upon lysis, RNA was extracted with chloroform and precipitated using isopropanol. Finally, RNA was subjected to cleanup using RNeasy columns (Qiagen). RNA quality was assured using a Bioanalyzer (Agilent, Santa Clara, CA, USA).

### Microarray experiment

Three randomly selected samples of RNA from each of the four dietary groups as well as from the 4-week-old NP and NP+tau groups were analyzed at the *RH Microarray Center* (Rigshospitalet, Copenhagen, Denmark). RNA labelling, Affymetrix Mouse 430 2.0 array (Affymetrix Inc., Santa Clara, CA, USA) hybridization, and scanning were performed according to the manufacturer’s instructions. Each pup used was from a different dam, with liver and muscle being analyzed from the same animal. It was ensured that all groups constituted either one male and two females or one female and two male pups. Arrays from liver and muscle were processed and analyzed separately as described below. Samples from the 4-week-old animals were also analyzed separately.

Raw CEL files from all groups were normalized using quantile normalization, and log2 probe expression values were obtained using RMA in one step using justRMA (R 2.7.0 and Bioconductor 2.2 [21]). Control probes and probes not present on at least one microarray (according to MAS5 absent present calls) were removed before further analysis. For statistical analysis of the remaining probes a strategy of pre-selecting probes for subsequent 2-way analysis of variance (ANOVA) was adopted. Using significance analysis of microarrays (SAM) [22], we selected genes that were different between the following pairs of groups with a false discovery rate (FDR) of less than 10%: NP vs NP+tau, NP vs. LP, NP+tau vs. LP+tau, and LP vs. LP+tau. The resulting list of significantly changed probes were then analyzed using a 2-way ANOVA model: log2(probe expression level) = protein taurine protein*taurine, with p<0.05 considered significant. Due to the previous SAM pre-selection, no adjustment for multiple testing was done. Finally, this list of probes was subjected to a student’s t-test examining whether or not there was a significant (p<0.05) difference between NP and LP. In case of multiple probes for the same gene, the probe with the best rescue effect (see below) was chosen, and in the case of multiple probes having the same rescue effect the probe with the highest average expression level in NP was chosen. The resulting list was annotated using Bioconductor 2.2 and manually curated, and genes considered unknown (expressed sequence tags, putative genes, RIKEN cDNAs etc.) were removed.

Changes in gene expression levels caused by the maternal LP diet were considered fully rescued by taurine when the following criteria assessed by students’ t-tests were met: 1) The gene expression level of LP and LP+tau must be significantly different (p<0.05), and 2) the gene expression level between NP and LP+tau must not be significantly different (p>0.05). Likewise, a gene was considered partially rescued if: 1) The gene expression level between LP and LP+tau was significantly different (p<0.05) and 2) LP+tau confer a change in the opposite direction of LP compared to NP.

No differences in gene expression were found when directly comparing NP or NP+tau diet offspring with LP+tau offspring using SAM (FDR<10%, data not shown) in both liver and skeletal muscle. Others have used this as proof of a total phenotype reversal [23], however the above more fine-grained analysis show only a partial rescue effect of taurine.

Cluster analyses were carried out on log2 expression values using dChip [24], clustering both samples and genes, standardized to row means, with precalculated correlation distances using average linkage. Over-representation of specific gene sets among the genes significantly changed by an LP diet, were estimated using DAVID 2008 [25] with probe ids for the unique genes as input compared against a list of probe ids for known unique genes without control genes and probes without a valid EntrezGene id as background. Fishers exact test was used to examine if taurine selectively rescued specific gene sets rather than having a general rescue effect on all genes. Gene annotations were carried out using information from DAVID 2008 and Genecards (http://www.genecards.org) [26]. Mitochondrial genes were assessed as genes with a GO cellular compartment term containing either mitochondrial or mitochondrion. All statistical analyses on microarray data were performed using R 2.7.0.

In order to detect changes in gene expression caused by gestational taurine supplementation in 4-week-old offspring (NP+tau vs. NP), 4-week samples were normalized by tissue as above and probes not present on at least one microarray (according to MAS5 absent present calls) were removed. Following this, a gene set enrichment analysis (GSEA) [27] was performed with the GO cellular compartments (CC) and KEGG genesets using standard parameters. Furthermore, a subset probeset consisting of mitochondrial genes (GO CC containing mitochon*) were subjected to a SAM analysis examining differences between NP and NP+tau in both 0- and 4- week animals, with an FDR of less than 10% considered significant. The data discussed in this publication have been deposited in NCBIs Gene Expression Omnibus(GEO, http://www.ncbi.nlm.nih.gov/geo) [28] and are accessible through GEO series accession number GSE12730 (newborn samples) and GSE20577 (4 week samples).

### Biochemical measurements

A 5% (wt/vol) homogenate of skeletal muscle tissue was prepared in a 2-ml Potter-Elvehjem glass-teflon homogenizer for 1 min at 0  °C in a buffer containing 25 mM glycyl-glycin, 150 mM KCl, 5 mM MgSO4, 5 mM EDTA, 1mM DTT, 0.02% BSA, and 0.1% Triton X-100, pH 7.5. The liver homogenate was prepared in the same buffer applying a Qiagen Tissuelyzer (Qiagen, Valencia, CA, USA) at 0 °C employing ice-cold racks, homogenizing for 3 times 1 min at 30 Hz. The homogenate was frozen in liquid nitrogen, thawed on ice, whirl mixed, and centrifuged at 22,000 g for 2 min at 4 °C. The supernatant was stored at -80 °C for determination of enzyme activities and protein concentration. Protein content was measured using BSA (fraction V) as standard [29]. Citrate synthase (CS, EC 4.1.3.7) activity was determined as described previously [30] and expressed relative to the total protein content as units per mg protein.

### Quantitative real-time RT-PCR

Reverse transcription (RT) reactions were performed using random hexamers on 2 µg RNA using an RT kit (Applied Biosystems, Foster City, CA) in a reaction volume of 100 µl. The resulting cDNA product was stored at -20 °C until further analysis. The primers and probes for all genes and the 18S rRNA endogenous control were pre-developed TaqMan probes and primer sets from Applied Biosystems: ACSS2 (acyl-CoA synthetase short-chain family member 2; Mm00480101_m1), COX7A1 (cytochrome c oxidase, subunit VIIa 1; Mm00438296_m1), COX7C (cytochrome c oxidase, subunit VIIc; Mm01340476_m1), CS (citrate synthase; Mm00466043_m1), EGFR (epidermal growth factor receptor; Mm00433023_m1), FST (Follistatin; Mm00514982_m1), GLDC (glycine decarboxylase; Mm00506891_m1), GPD2 (glycerol phosphate dehydrogenase 2, mitochondrial; Mm00439082_m1), MH1 (myosin, heavy polypeptide 1, skeletal muscle, adult; Mm01332489_m1), MYBPC2 (myosin binding protein C, fast-type; Mm00525419_m1), PDK4 (pyruvate dehydrogenase kinase, isoenzyme 4; Mm00443325_m1), SPP1 (secreted phosphoprotein 1; Mm00436767_m1), UCP3 (uncoupling protein 3 (mitochondrial, proton carrier); Mm00494074_m1) PGC-1α (peroxisome proliferator receptor γ coactivator 1; Mm00447183_m1). All assay reagents were from Applied Biosystems. The mRNA levels of all genes and the endogenous control, 18S rRNA, were determined by real time RT-PCR using an ABI PRISM 7900 sequence detector (Applied Biosystems). The amplification mixtures were amplified according to standard conditions using 50 cycles in a 10 µl volume in triplicate. The relative mRNA content of both the target and the endogenous control gene was calculated from the cycle threshold values by using a standard curve constructed from a serial dilution of aliquots of cDNA pooled from all the samples. The relative expression levels of all genes were determined by normalization to the endogenous control, 18S rRNA, which was found not to differ between diet groups.

### Statistics

Birthweight, liver and muscle weight as well as all enzyme activity data exhibited a normal distribution, and data are presented as means ± standard error of the mean (SEM). All microarray and mRNA data were log-transformed in order to obtain a normal distribution, and data are presented as geometric means with 95% confidence intervals. Statistical analyses were carried out using a 2-way ANOVA with Bonferroni corrected students’ t-tests as post hoc tests. All statistical analyses were performed using SAS 9.1.2 (The SAS Institute), except for the microarray analysis which was performed as described above. A p value < 0.05 was considered significant.

## Results

### Birthweight and citrate synthase enzyme activity in liver and muscle of newborn mice

Mouse dams were subjected to four different isocaloric diet regimes from day 1 of pregnancy until giving birth as described in materials and methods. The LP diet caused a ~40 % decrease (p<0.001) of the birthweight of the pups (Table 1). Supplementing the maternal LP diet with taurine reduced the birthweight loss by half (p<0.01) (Table 1). Both liver and skeletal muscle mass of newborn pups were decreased in proportion to body weight by the maternal LP diet (data not shown).

**Table 1:** Maternal low protein diet effects on body mass and citrate synthase activity in newborn mice.

Taurine	-	+	-	+	2-way ANOVA		
					
Protein	NP	NP	LP	LP	chow	taurine	c*t
Body mass (g)	1.23±0.03	1.15±0.05	0.72±0.05	1.01±0.06^**,*^	0.0001	0.037	0.0008
CS liver (mU/mg)	80.2±5.7	85.1±2.5	74.7±4.3	75.6±3.8	(0.0825)	ns	ns
CS muscle (mU/mg)	127.1±12.2	133.1±8.5	140.7±15.3	149.9±13.4	ns	ns	ns

Newborn mice subjected to different diet regimes *in utero* as described in materials and methods were weighed at birth and killed. Liver and skeletal muscle tissue were extracted, and citrate synthase (CS; mU/mg protein) enzyme activity measured as described. BM) Body mass, NP) normal protein (20% casein) or LP) low protein (8% casein) during pregnancy. Taurine) 1% taurine supplementation in the drinking water during pregnancy. Bonferroni corrected post hoc t-tests performed if chow*taurine (c*t) interaction was significant: ¶) p<0.001 NP vs. LP, **) p<0.01 LP vs. LP+taurine, *) p<0.05 NP vs. LP+taurine. All values are shown as means ± SEM. 5 ≤ N ≤ 7 per diet group.

As a measure of the mitochondrial fraction of tissue mass, citrate synthase (CS) specific enzyme activity and mRNA level [31] was determined in liver and skeletal muscle of the newborn pups. There was no difference between diet groups in CS enzyme specific activities (Table 1) or mRNA levels (see Additional file 1).

### Taurine partially rescues the effects of gestational protein restriction on gene expression levels in liver and skeletal muscle of newborn mice

Gene expression profiles of three randomly chosen newborn offspring samples from each diet group of both liver and skeletal muscle were analyzed using Affymetrix gene expression microarrays as described in materials and methods (Table 2).

**Table 2:** General data from the microarray analyses.

Description	Liver	Muscle
Total number of probes on the Affymetrix Mouse 430 2.0 gene expression array	45101	45101
Number of probes present on at least one array	28653	30966
Above without control probes or probes without a valid EntrezGene identifier	27300	29443
Probes significantly changed in SAM preprocessing (FDR<10%)	6047	1559
Probes significantly changed (p<0.05) in two-way ANOVA	3678	1284
Probes significantly different (p<0.05) between NP and LP	2827	1272
Unique genes significantly different (p<0.05) between NP and LP	2363	1110
Known genes significantly different (p<0.05) between NP and LP	2012	967
Known genes different between NP and LP and fully rescued by taurine	510	423
Known genes different between NP and LP and partially rescued by taurine	90	21
Total number of known genes rescued by taurine	600	444
Percentage known genes different between NP and LP rescued by taurine	30%	46%

A list of probe or gene numbers detailing the microarray gene expression analyses of liver and skeletal muscle of newborn mice, as described. NP) normal protein (20% casein) or LP) low protein (8% casein) during pregnancy. Table reprinted with permission from Wolters Kluwer Health / Lippincott Williams & Wilkins. [52]

In liver, the expression of a total of 2012 non-redundant transcripts, all encoding known genes, were significantly changed by the maternal LP diet, while a somewhat smaller number (967) of non-redundant transcripts, all encoding known genes, were changed in skeletal muscle (Table 2). Of the 2012 genes affected in the liver, 667 transcripts were up- and 1345 down-regulated. Similarly, in skeletal muscle; of the 967 genes affected, 312 were up- and 655 transcripts were down-regulated compared with a maternal NP diet (Table 2).

A number of significantly changed transcripts and one not significantly changed (CS) were randomly selected for RT-PCR validation of the microarray data. Positive validation was obtained for 7 out of 8 and 6 out of 9 transcripts encoding known genes in liver and skeletal muscle, respectively (see Additional file 1).

Taurine supplementation prevented a major part of the gene expression changes seen with the maternal LP diet (Table 2). Taurine had a rescuing effect on 30% (600 out of 2012) of the changed transcripts of known genes in liver and on 46% (444 out of 967) in skeletal muscle (Table 2), rendering the taurine effect more pronounced on muscle than on liver (p<10^-16^, Fishers exact test).

Among the changed genes, we found that mitochondrial genes and among those in particular genes involved in oxidative phosphorylation were over-represented in both liver and skeletal muscle (Table 3 and 4). Genes involved in the TCA cycle, pyruvate dehydrogenase and glycolysis were over-represented only in skeletal muscle (Table 4). Over-representation of genes involved in amino acid metabolism was observed both in liver and skeletal muscle (Table 3 and 4). However, the key regulator of mitochondrial biogenesis, peroxisome proliferator-activated receptor γ coactivator-1α  (PGC-1α), was downregulated by the LP diet in both tissues (see Additional file 1) and was not affected by taurine.

**Table 3:** Analysis of gene set over-representation in liver newborn mice.

		Ease		Taurine	Average fold change			
					
Category	Count	score	% Rescued	score	NP	NP+tau	LP	LP+tau
**All genes**	2012	na	30%	na	1	0.96	0.95	0.96
								
**KEGG pathway analysis**	620	na	31%	na	1	0.97	1.02	1.01
Oxidative phosphorylation	42	1.56E-06	43%	0.125	1	1.06	1.44	1.21
Valine, leucine and isoleucine degradation	17	3.13E-03	24%	0.604	1	1.04	1.47	1.27
Lysine degradation	17	4.12E-03	41%	0.428	1	1.02	1.40	1.24
Butanoate metabolism	15	2.04E-02	27%	1	1	0.99	1.16	1.19
Limonene and pinene degradation	10	2.06E-02	20%	0.732	1	0.98	1.15	1.14
								
**Panther biological pathways**	1965	na	30%	na	1	0.96	0.95	0.96
Fatty acid metabolism	122	7.90E-05	40%	0.027	1	0.95	0.86	0.94
Protein disulfide-isomerase reaction	90	1.16E-04	29%	0.907	1	0.99	1.04	1.01
Oxidative phosphorylation	175	1.63E-03	28%	0.606	1	0.94	0.97	0.97
Immunity and defense	171	2.34E-03	30%	1	1	0.99	0.86	0.95
Carbohydrate metabolism	86	4.54E-03	32%	0.722	1	0.97	1.07	1.05
								
**GO cellular component**	1627	na	30%	na	1	0.96	0.95	0.96
mitochondrion	209	4.71E-11	37%	0.057	1	1.03	1.29	1.13
Cytoplasm	866	4.53E-08	nd	nd	nd	nd	nd	nd
Intracellular part	1231	2.51E-07	nd	nd	nd	nd	nd	nd
mitochondrial inner membrane	68	1.21E-06	nd	nd	nd	nd	nd	nd
organelle inner membrane	69	3.63E-06	nd	nd	nd	nd	nd	nd

Genes found to have their expression level significantly changed in liver in newborn mice subjected to a maternal low protein diet compared to a normal diet were examined for over-representation of specific gene sets as described. The top 5 most significant over-represented gene sets are shown. Count) Total number of genes in analysis. Ease score) a modified fishers exact test describing the probability of gene set enrichment. % Rescued) Amount of rescued or partially rescued genes (see table 2 and materials and methods) in percent of count. Taurine score) Fishers exact test examining if taurine preferentially rescued the gene set compared to the rescue effect seen in all genes examined in the parent geneset. Average fold change) Means of fold change for the 4 diet groups per gene set in regard to NP. NP) normal protein (20% casein) or LP) low protein (8% casein) during pregnancy, tau) 1% taurine supplementation in the drinking water during pregnancy. na) not applicable. nd) not determined. Table reprinted with permission from Wolters Kluwer Health / Lippincott Williams & Wilkins. [52]

**Table 4:** Analysis of gene set over-representation in skeletal muscle in newborn mice.

		Ease		Taurine	Average fold change			
					
Category	Count	score	% Rescued	score	NP	NP+tau	LP	LP+tau
**All genes**	967	na	46%	na	1	0.98	0.95	0.94
								
**KEGG pathway analysis**	263	na	46%	na	1	0.99	0.90	0.93
Oxidative phosphorylation	24	5.60E-06	75%	0.010	1	0.92	0.72	1.04
Citrate cycle (TCA cycle)	8	2.45E-03	88%	0.029	1	0.96	0.58	0.93
Valine, leucine and isoleucine degradation	10	4.53E-03	40%	0.757	1	1.02	0.59	0.81
Pyruvate metabolism	9	9.62E-03	67%	0.314	1	0.99	0.49	0.86
Glycolysis / Gluconeogenesis	10	1.12E-02	60%	0.523	1	0.96	0.61	0.98
								
**Panther biological pathways**	928	na	46%	na	1	0.98	0.94	0.94
Electron transport	65	3.99E-04	45%	1	1	0.96	0.84	0.98
Muscle contraction	13	5.12E-03	64%	0.189	1	0.84	0.38	0.84
Cell adhesion-mediated signaling	33	5.85E-03	52%	0.596	1	0.99	1.06	0.99
Cell motility	48	9.44E-03	44%	0.769	1	1.00	1.16	0.97
Ion transport	133	1.21E-02	53%	0.164	1	0.97	0.94	0.93
								
**GO cellular component**	777	na	47%	na	1	0.98	0.94	0.94
Mitochondrion	121	2.46E-13	56%	0.065	1	0.97	0.62	0.91
cytoplasmic part	288	8.48E-10	nd	nd	nd	nd	nd	nd
Cytoplasm	441	1.57E-09	nd	nd	nd	nd	nd	nd
mitochondrial part	56	4.70E-09	nd	nd	nd	nd	nd	nd
mitochondrial inner membrane	42	1.12E-07	nd	nd	nd	nd	nd	nd

Genes found to have their expression level significantly changed in skeletal muscle in newborn mice subjected to a maternal low protein diet compared to a normal diet were examined for over-representation of specific gene sets as described. The top 5 most significant over-represented gene sets are shown. Count) Total number of genes in analysis. Ease score) a modified fishers exact test describing the probability of gene set enrichment. % Rescued) Amount of rescued or partially rescued genes (see table 2 and materials and methods) in percent of count. Taurine score) Fishers exact test examining if taurine preferentially rescued the gene set compared to the rescue effect seen in all genes examined in the parent geneset. Average fold change) Means of fold change for the 4 diet groups per gene set in regard to NP. NP) normal protein (20% casein) or LP) low protein (8% casein) during pregnancy, tau) 1% taurine supplementation in the drinking water during pregnancy. na) not applicable. nd) not determined. Table reprinted with permission from Wolters Kluwer Health / Lippincott Williams & Wilkins. [52]

When genes were grouped according to function (figure 1A) (see Additional file 2), a large difference was seen between up and down-regulated genes involved in energy metabolism (figure 1A) in both liver and skeletal muscle., albeit in a different direction in the two tissues. Likewise, when mitochondrial genes were grouped according to function, a clear difference between liver and skeletal muscle could be seen (figure 1B) (see Additional file 3 and 4). The rescuing effect of taurine was significantly higher on genes involved in fatty acid metabolism in liver compared to other gene sets (Table 3), whereas in skeletal muscle this rescuing effect was present only for genes involved in oxidative phosphorylation and the TCA cycle (Table 4).

**Figure 1:**
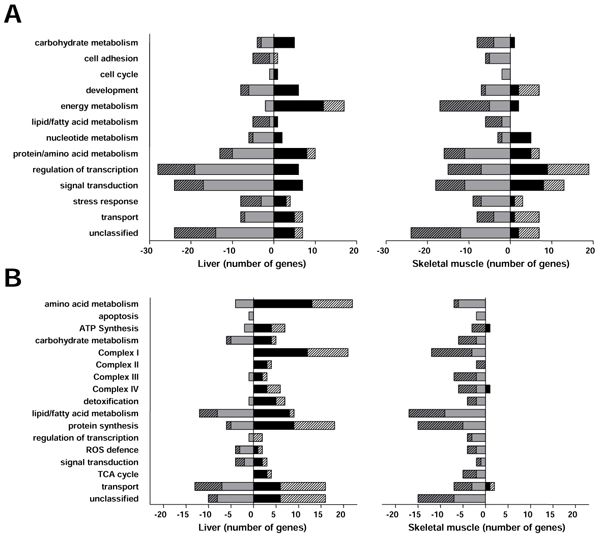
**Classification of changed genes by biological function** A) Genes significantly changed in newborn mice in response to an *in utero* low protein diet in liver and skeletal muscle. For comparison, only genes that were changed in both liver and skeletal muscle are shown. B) Mitochondrial genes changed in newborn mice in response to an *in utero* low protein diet in liver and skeletal muscle. Grey/black bars indicate down/up-regulated genes in newborn mice subjected to a low protein diet in utero compared to a normal protein diet. Hatched bars indicate the number of genes rescued by taurine supplementation. Figure reprinted with permission from Wolters Kluwer Health / Lippincott Williams & Wilkins. [52]

### Gestational taurine supplementation has a lasting effect

Since taurine primarily affected mitochondrial genes changed by the gestational low protein diet, it is of interest to note that we did not find any effect of taurine on the newborn offspring of dams fed an NP diet during gestation. However, in 4-week-old offspring a subset of mitochondrial genes involved in the mitochondrial ribosome function were upregulated in liver (Table 5). 

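Gene expression was measured in liver and quadriceps muscle of 4-week-old mice on Affymetrix mouse arrays. The mothers had received the normal protein diet (20% casein) alone (NP) or with 1% taurine in the drinking water during pregnancy (NP+tau). Each tissue had 3 NP and 3 NP+tau samples. According to the paper's methods, each pup came from a different dam, and liver and muscle were taken from the same animal. The values analysed were the log2 expression values that the authors obtained with RMA, quantile normalised within each tissue, for 45101 probes. Expression levels were therefore compared within a tissue only. The paper removed probes called absent on every array; these calls were not used here. Instead, 64 control probes were removed, and a probe was kept in a tissue if its highest value lay at or above the 35th percentile of these highest values. This left 29274 probes in each tissue, with a limit of 4.60 in liver and 4.49 in muscle on the log2 scale. Of all probes, 34958 were assigned to 1 gene symbol, 932 to several and 9211 to none. Differences are given as NP+tau minus NP on the log2 scale, with the standard error and adjusted p from limma for single probes. The 6 arrays of a tissue limit the precision of each difference. Gene lists were tested with camera, which compares the genes of a list with all other genes, on the brightest probe of each gene.
Xist, the transcript expressed from the inactive X chromosome, was at 11.6 to 11.8 in the 3 NP livers and at 11.1, 5.96 and 5.07 in the livers of NP+tau replicates 1, 2 and 3. The Y-linked Eif2s3y was at 3.58 to 3.64 in NP liver and at 3.78, 8.55 and 8.57 in the same NP+tau livers. In muscle, Xist was at 10.8 to 11.1 in the NP samples and at 10.9, 5.56 and 5.12 in NP+tau replicates 1, 2 and 3, with Eif2s3y at 3.48 to 3.71 and at 3.64, 9.37 and 9.24. The array of liver NP+tau replicate 1 stood apart from the other livers. Its median absolute deviation from the median array was 0.650 against 0.114 to 0.251 in the others. Fits below that use the Xist level as a covariate compare in effect NP+tau replicate 1 with the NP samples, which in liver is this array. Calls gained or lost in them can therefore not be assigned to sex.

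**Figure D1:**
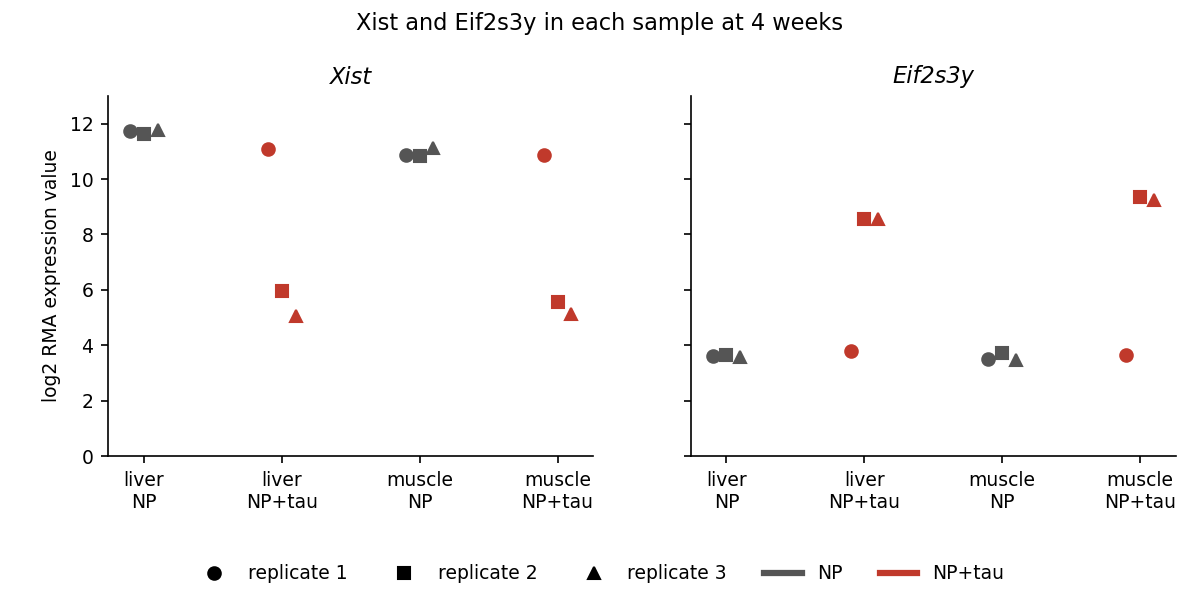
Log2 RMA expression values of Xist and Eif2s3y (vertical axes) in each NP (grey) and NP+tau (red) sample of liver and muscle, with the marker giving the replicate. In both tissues, Xist is low and Eif2s3y is high in NP+tau replicates 2 and 3 and in no other sample.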

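Genes of the mitochondrial ribosome, which translates the proteins encoded by mitochondrial DNA, rose as a group in NP+tau liver by a mean log2 difference of 0.10 (standard error 0.04, n = 3 per group, adjusted p = 0.000547 from camera with its preset correlation). With an estimated correlation between the genes, the adjusted p was 0.638. Of the 80 measured genes, 59 had a difference above 0 and 21 below 0. The list mean was 8.92 ± 0.06 (SD, n = 3) in NP and 9.02 ± 0.04 (SD, n = 3) in NP+tau liver, and each NP+tau liver lay above each NP liver (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). Proteins of the small subunit of this ribosome were among the genes with the smallest p, with differences of 0.37 (standard error 0.18) for Mrps21, 0.46 (standard error 0.23) for Chchd1 and 0.31 (standard error 0.16) for Mrps16. Of the large subunit, Mrpl1 differed by 0.36 (standard error 0.20) and Mrpl45 by -0.60 (standard error 0.35). No gene of the list passed limma's test, with 0 genes at an adjusted p under 0.05 over all probes, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. The 82 genes of oxidative phosphorylation, the electron transport chain and ATP synthase, also rose as a group, by a mean of 0.13 (standard error 0.07, adjusted p = 2.81e-05, 62 above and 20 below 0). Their adjusted p with an estimated correlation was likewise 0.638. Cycs, the electron carrier cytochrome c, differed by 0.40 (standard error 0.17), Ndufb2 of complex I by 0.46 (standard error 0.21) and Cox7a2l, a factor of supercomplex assembly, by -0.61 (standard error 0.18).
In the same livers, all 24 markers of macrophages and Kupffer cells, the resident macrophages of the liver, had a lower mean in NP+tau. The group fell by 1.09 (standard error 0.43, adjusted p = 4.02e-13 with the preset correlation, adjusted p = 0.638 with an estimated correlation), and 15 markers were at an unadjusted p under 0.05. Marco, a scavenger receptor of macrophages, differed by -2.04 (standard error 0.41) and the complement receptor Vsig4 by -1.33 (standard error 0.34), and 10 markers passed when adjusted over the list alone against 0 over all probes. In gene set enrichment analysis with the signal-to-noise ratio, the mitochondrial ribosome had a normalized enrichment score of 1.44 (adjusted p = 0.0333), which was 1.22 (adjusted p = 0.153) with no filter on dim probes and 1.04, 1.18 and 1.05 (adjusted p = 0.421, 0.209 and 0.430) without NP replicate 2, NP+tau replicate 2 and NP+tau replicate 3. It was 2.27 (adjusted p = 0.00134) with genes ranked by the moderated t of limma, and 1.54, 1.40 and 1.82 (adjusted p = 0.0386, 0.0407 and 0.00144) without NP replicate 1, NP replicate 3 and NP+tau replicate 1. With the Xist level as a covariate the adjusted p from camera was 0.193 for the mitochondrial ribosome, 0.0789 for oxidative phosphorylation and 0.218 for the macrophage markers.

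**Figure D2:**
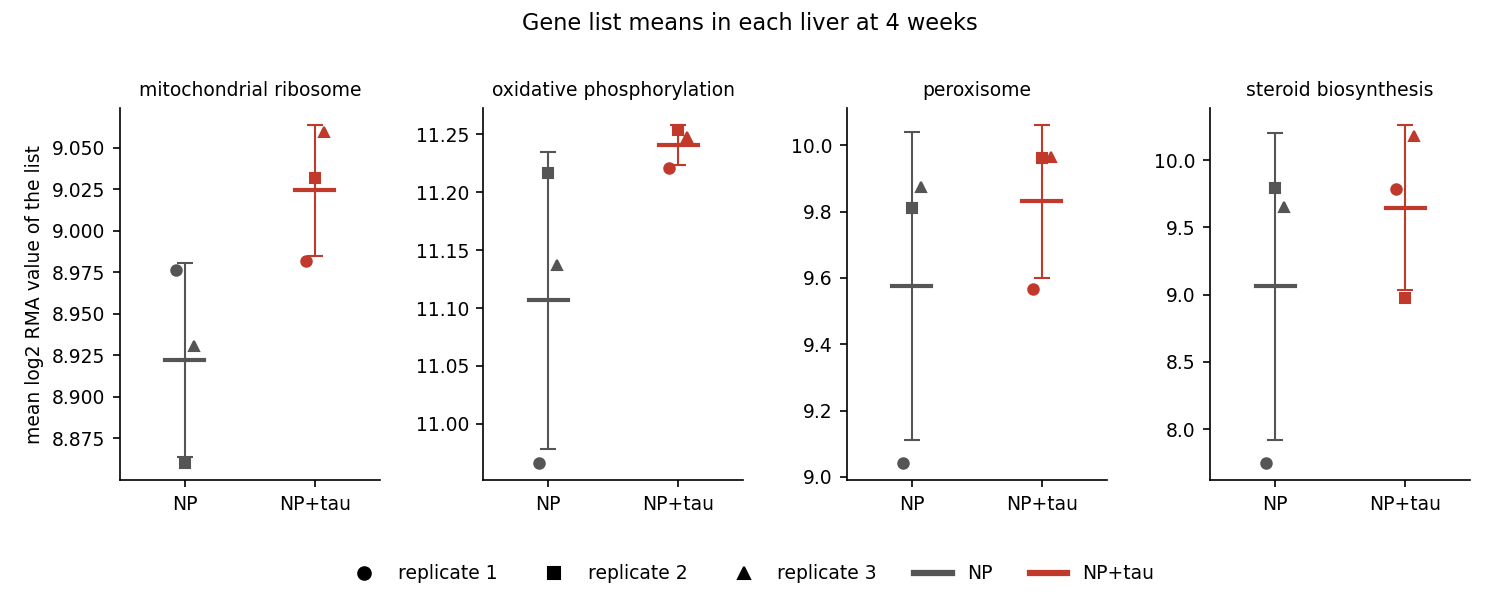
Mean log2 RMA value (vertical axes) of the genes of the mitochondrial ribosome, oxidative phosphorylation, peroxisome and steroid biosynthesis in each NP (grey) and NP+tau (red) liver, with bars for the mean and error bars for the SD of 3 livers; each axis has its own range. The mitochondrial ribosome mean is 8.92 in NP and 9.02 in NP+tau, and the steroid biosynthesis mean is 7.75 in NP replicate 1 and 8.98 to 10.2 in the other livers.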

In muscle there was an increase (SAM, FDR < 10%) in 11 mitochondrial genes, including genes involved in lipid metabolism (carnitine palmitoyl transferase 2), methionine metabolism (Methionine sulfoxide reductase B2) and mitochondrial rRNA methylation (mitochondrial rRNA methyltransferase 1), (Table 6).

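All 11 probes of Table 6 had higher values in NP+tau than in NP muscle, by 1.52-fold for Ogdh, a subunit of the α-ketoglutarate dehydrogenase of the TCA cycle, to 3.03-fold for Coq10b, a coenzyme Q binding protein. Coq10b was at 6.27 ± 0.19 (SD, n = 3) in NP and 7.87 ± 0.21 (SD, n = 3) in NP+tau muscle on the log2 scale. This was a log2 difference of 1.60 (standard error 0.17, adjusted p = 0.458 from limma over all probes). The mitochondrial ATP-Mg/phosphate carrier Slc25a25 differed by 1.32 (standard error 0.18, adjusted p = 0.707), the methionine sulfoxide reductase Msrb2 by 1.17 (standard error 0.28) and the uracil-DNA glycosylase Ung by 0.93 (standard error 0.17). Cpt2, which frees long-chain fatty acids from carnitine inside mitochondria, was at 9.39 ± 0.11 (SD, n = 3) in NP and 10.03 ± 0.14 (SD, n = 3) in NP+tau muscle, a difference of 0.64 (standard error 0.14). For genes of mitochondrial RNA and translation, the difference was 0.83 (standard error 0.20) for the rRNA methyltransferase Mrm1, 0.74 (standard error 0.18) for the ribosomal protein Mrpl50 and 0.64 (standard error 0.17) for the polyribonucleotide nucleotidyltransferase Pnpt1. It was 0.87 (standard error 0.23) for the endoribonuclease Lactb2, 0.64 (standard error 0.17) for Mtcp1 and 0.61 (standard error 0.16) for Ogdh. The adjusted p over all probes was 0.707 for each of the 10 genes other than Coq10b.
For each of the 11 probes, every NP+tau muscle lay above every NP muscle (two-sided exact permutation test, p = 0.1 for each, the smallest p possible here). Adjusted over the list alone, 11 of the 11 probes passed limma's test, which is not independent evidence because the paper chose the list on these samples. With the Xist level as a covariate, 5 passed: the median log2 difference of the 11 was 0.78 against 0.83 without it, larger for 5 probes and smaller for 6, while the median standard error went from 0.17 to 0.25 and was larger for each probe. The folds then lay between 1.36 for Mtcp1 and 2.95 for Coq10b. SAM, a permutation test with all 20 relabellings of the samples, was run on 937 probes of mitochondrial genes. It gave 19 higher and 0 lower probes in NP+tau muscle at a false discovery rate of 4.88%, among them the 11 of Table 6. The count was 4 without NP replicate 1 (3 of Table 6), 5 without NP+tau replicate 1 (4 of Table 6), 33 without NP replicate 2, 79 without NP replicate 3, 24 without NP+tau replicate 2 (9 of Table 6) and 58 without NP+tau replicate 3. It was 2 with limma on the same probes at an adjusted p under 0.1.

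**Figure D3:**
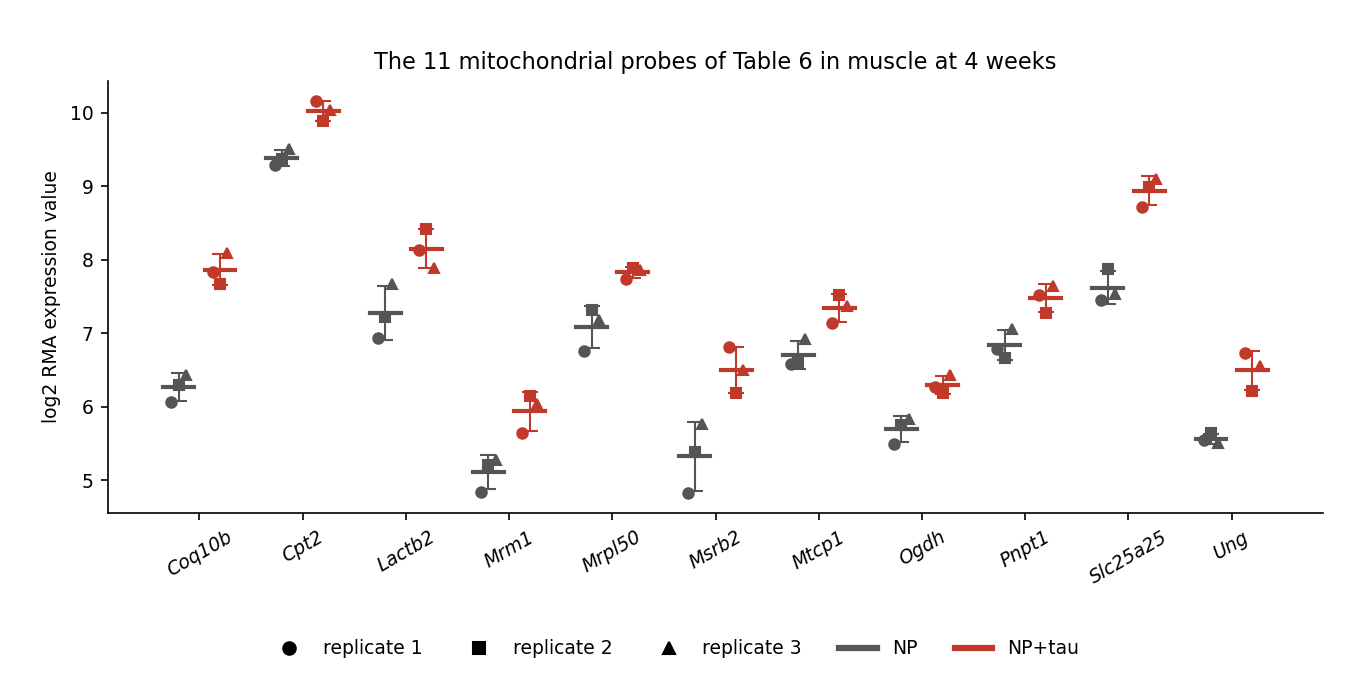
Log2 RMA expression values (vertical axis) of the 11 probes of Table 6 in each NP (grey) and NP+tau (red) muscle, with marker shapes for the replicates, bars for the mean and error bars for the SD of 3 muscles. For each probe, the 3 NP+tau values lie above the 3 NP values.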

**Table 5:** The effect of gestational taurine supplementation on gene set enrichment analysis of 4 week old mice

Category / tissue	Size	ES	NES	FDR	FWER
**GO cellular component**					
*Liver*					
Mitochondrial ribosome	21	0.58	1.90	0.012	0.038
Microbody	43	0.48	1.92	0.014	0.035
Peroxisome	43	0.48	1.96	0.016	0.026
Organellar ribosome	21	0.58	1.99	0.023	0.018
Ribosomal subunit	19	0.53	1.79	0.032	0.116
*Muscle*					
Pore complex	33	0.51	1.50	0.017	0.917
Proteasome complex	22	0.53	1.48	0.020	0.948
Apicolateral plasma membrane	15	-0.60	-1.78	0.043	0.102
Voltage gated potassium channel complex	22	-0.56	-1.89	0.052	0.043
Extracellular region	236	-0.32	-1.68	0.060	0.218
					
**KEGG**					
*Liver*					
Biosynthesis of steroids	22	0.81	2.79	0.000	0.000
Hematopoietic cell lineage	45	-0.62	-1.86	0.007	0.006
Fatty acid metabolism	37	0.48	1.81	0.026	0.057
Butanoate metabolism	37	0.45	1.76	0.029	0.083
Glycerolipid metabolism	39	0.46	1.81	0.038	0.056
*Muscle*					
Metabolism of xenobiotics by cytochrome P450	23	-0.64	-2.24	0.001	0.001
Complement and coagulation cascades	34	-0.52	-1.91	0.007	0.024
Ribosome	54	-0.46	-1.93	0.009	0.021
Neuroactive ligand receptor interaction	86	-0.41	-1.83	0.010	0.046
Alzheimers disease	23	-0.51	-1.76	0.019	0.100

Gene set enrichment analysis (GSEA) was performed in order to detect differences between liver  and skeletal muscle of 4 week old mice subjected to taurine supplementation during gestation as described in materials and methods. 

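In NP+tau liver, gene groups of peroxisomes and of steroid, fatty acid and butanoate metabolism passed camera with its preset correlation as higher, and markers of haematopoietic cells as lower, but with an estimated correlation none of them passed (adjusted p = 0.638 for each). By list means the NP and NP+tau livers overlapped for the 4 metabolic groups (exact permutation p = 0.5, and 0.6 for steroid biosynthesis). The 65 peroxisomal genes had a mean log2 difference of 0.26 (standard error 0.30, adjusted p = 0.000255 from camera, 49 above and 16 below 0). Among them, Nudt7, a hydrolase of coenzyme A, differed by 1.72 (standard error 0.42), the acyl-CoA thioesterase Acot8 by 0.78 (standard error 0.23) and Nudt19 by -0.49 (standard error 0.29). Of 19 genes of steroid biosynthesis, 17 were above 0, with a mean of 0.58 (standard error 0.75, adjusted p = 0.00185). Mvd of the mevalonate pathway differed by 0.99 (standard error 0.56) and the sterol reductase Tm7sf2 by 1.33 (standard error 0.84), whereas Lbr, which has the same enzyme activity, differed by -1.29 (standard error 0.62). The 37 genes of fatty acid metabolism had a mean of 0.21 (standard error 0.28, adjusted p = 0.00177, 30 above 0), with Eci1, an isomerase of β-oxidation, at 0.77 (standard error 0.34). The 28 genes of butanoate metabolism had a mean of 0.31 (standard error 0.29, adjusted p = 0.00171, 22 above 0), with the acetoacetyl-CoA synthetase Aacs at 1.62 (standard error 0.44). The 58 markers of the haematopoietic lineage had a mean of -0.33 (standard error 0.14, adjusted p = 0.0325, 35 below 0), with 11 lower and 0 higher at an unadjusted p under 0.05. The integrin Itgb3 differed by -1.47 (standard error 0.33) and the class II antigen H2-Aa by -1.71 (standard error 0.45), whereas Mme differed by 0.81 (standard error 0.37). The 43 genes of glycerolipid metabolism did not pass (mean 0.04, standard error 0.15, adjusted p = 0.312). Neutrophil markers moved with these groups: the 19 markers had a mean of -1.49 (standard error 0.80, adjusted p = 6.75e-06), and their mean level was 8.00 in NP replicate 1 against 4.76 to 5.75 in the other livers. S100a8, a calcium-binding protein abundant in neutrophils, differed by -4.14 (standard error 1.04). The adjusted p of the neutrophil markers with an estimated correlation was likewise 0.638. No gene of the Table 5 liver lists passed when adjusted over the list alone or over all probes, and 5 neutrophil markers passed over the list alone. Without NP replicate 1 the adjusted p was 0.626 for peroxisome, 0.705 for steroid biosynthesis, 0.817 for fatty acid metabolism, 0.559 for butanoate metabolism and 0.0830 for the haematopoietic lineage, and the steroid list was also lost without NP+tau replicate 1 (adjusted p = 0.0662) or 3 (adjusted p = 0.115) and the haematopoietic list without NP+tau replicate 2 (adjusted p = 0.240) or 3 (adjusted p = 0.173). With the Xist level as a covariate none of the liver lists named here passed, and the peroxisome, glycerolipid and haematopoietic lists turned in direction. This fit compares in effect the outlying array of NP+tau replicate 1 with the NP livers. It cannot tell sex from that array.
In NP+tau muscle, genes of the nuclear pore and the proteasome passed camera with its preset correlation as higher, and genes of ion channels, receptors, cell junctions, xenobiotic metabolism, complement and the cytosolic ribosome as lower. With an estimated correlation none of them passed (adjusted p = 0.766 for the proteasome and the cytosolic ribosome and 0.710 for the others). The 53 genes of the nuclear pore and nuclear transport had a mean of 0.25 (standard error 0.11, adjusted p = 0.00111, 42 above 0), with the importin Kpna4 at 0.63 (standard error 0.18) and the nucleoporins Nup98 at 0.57 (standard error 0.21) and Nup107 at -0.23 (standard error 0.14). Of 45 proteasome genes, 42 were above 0 (mean 0.29, standard error 0.28, adjusted p = 0.00154), with Psmd10 at 0.55 (standard error 0.21) and the assembly factor Psmg4 at -0.36 (standard error 0.14). The 96 receptors for neuroactive ligands had a mean of -0.14 (standard error 0.04, adjusted p = 6.85e-05, 71 below 0). The list mean was 5.45 to 5.56 in NP and 5.33 to 5.40 in NP+tau muscle, where the limit for keeping a probe was 4.49. Much of the list is therefore dim, and a shift of background was not separated from one of the receptors. Gabrr2, a GABA receptor subunit, differed by -2.45 (standard error 0.64), the thyroid hormone receptor Thra by -0.63 (standard error 0.21) and the leptin receptor Lepr by -0.41 (standard error 0.14). Of 27 voltage-gated potassium channel genes, 22 were below 0 (mean -0.16, standard error 0.09, adjusted p = 0.00111), among them Kcnc4 at -0.74 (standard error 0.20) and Kcna1 at -0.56 (standard error 0.20). Genes of tight junctions and the apicolateral membrane had a mean of -0.13 over 30 genes (adjusted p = 0.00143), with Cldn1 at -0.54 (standard error 0.17). The 32 genes of xenobiotic metabolism by cytochrome P450 had a mean of -0.18 (adjusted p = 0.00540), with Cyp2e1 at -1.41 (standard error 0.54) and the glutathione transferase Gstp1 at 0.57 (standard error 0.20). The 40 genes of complement and coagulation had a mean of -0.13 (adjusted p = 0.00204), with the coagulation inhibitor Tfpi at -0.46 (standard error 0.17) and the complement activator Cfp at 0.37 (standard error 0.14). Of 46 cytosolic ribosomal genes, 39 were below 0 (mean -0.09, adjusted p = 0.00480), with Rps19 at -0.34 (standard error 0.19). The 111 genes of the extracellular matrix (mean -0.03, adjusted p = 0.0505) and the 24 genes of Alzheimer disease (mean -0.03, median 0.03, adjusted p = 0.589) did not pass. No gene of these lists passed over all probes or when adjusted over the list alone. Markers of cell types moved with these groups by the same test: those of macrophages had a mean of -0.27 (standard error 0.29, adjusted p = 0.00240, 18 of 23 below 0, adjusted p = 0.710 with an estimated correlation), those of hepatocytes of -0.29 and of Schwann cells of -0.35 (adjusted p = 0.710 for both with an estimated correlation), and those of smooth muscle and pericytes of 0.30 (adjusted p = 0.0317, and 0.766 with an estimated correlation). Also lower by this test were the markers of stellate cells and fibroblasts (mean -0.07, adjusted p = 0.0317), of pancreatic acinar cells (mean -0.21, adjusted p = 0.0101, 7 of 7 below 0) and of epidermis and hair (mean -0.17, adjusted p = 0.0157), each with an adjusted p of 0.710 with an estimated correlation. The macrophage markers did not pass without NP replicate 3 (adjusted p = 0.114) or NP+tau replicate 2 (adjusted p = 0.178). The proteasome was lost without NP+tau replicate 2 (adjusted p = 0.946, with the direction turned) and complement without the same sample (adjusted p = 0.0777), xenobiotic metabolism without NP replicate 1 (adjusted p = 0.0823) and the cytosolic ribosome without NP replicate 1 (adjusted p = 0.218) or NP+tau replicate 1 (adjusted p = 0.241). The same covariate ended the call of the nuclear pore (adjusted p = 0.257), the proteasome (adjusted p = 0.515), potassium channels and tight junctions (adjusted p = 0.145 for both), xenobiotic metabolism (adjusted p = 0.0952) and complement (adjusted p = 0.163), and of the markers of hepatocytes (adjusted p = 0.119) and of Schwann cells (adjusted p = 0.829, with the direction turned).
By the enrichment score of gene set permutations over 17 lists standing for the sets of Table 5, 6 of 7 liver sets passed, with scores of 2.01 for peroxisome (adjusted p = 0.00142), 2.02 for steroid biosynthesis (adjusted p = 0.00413), 1.70 for fatty acid metabolism (adjusted p = 0.0135), 1.83 for butanoate metabolism (adjusted p = 0.00621) and -2.21 for the haematopoietic lineage (adjusted p = 0.00142). Glycerolipid metabolism scored 0.78 (adjusted p = 0.900). In muscle, 8 of 10 passed: the nuclear pore at 1.97 (adjusted p = 0.00121), the proteasome at 1.85 (adjusted p = 0.00148), tight junctions at -1.89 and potassium channels at -1.91 (adjusted p = 0.00269 for both), the extracellular matrix at -1.39 (adjusted p = 0.0313), xenobiotic metabolism at -2.08 (adjusted p = 0.00148), complement at -2.01 (adjusted p = 0.00175) and neuroactive receptors at -2.33 (adjusted p = 0.00148). The cytosolic ribosome scored -1.34 (adjusted p = 0.105) and Alzheimer disease -0.86 (adjusted p = 0.671). Some lists also passed by this score in the tissue for which they do not stand. Of the lists standing for the muscle sets, 6 of 10 also passed in liver. Potassium channels (score 2.07) and neuroactive receptors (1.95) had the opposite direction to muscle (adjusted p = 0.00142 for both). So had xenobiotic metabolism (1.72, adjusted p = 0.00592) and the nuclear pore (-1.46, adjusted p = 0.0449). Potassium channels and neuroactive receptors were dim in liver, with means of 4.87 to 5.08 and 5.22 to 5.36 in NP against a limit of 4.60. Complement (-1.58, adjusted p = 0.0150) and the cytosolic ribosome (-1.52, adjusted p = 0.0333) had the same direction as in muscle. Of the lists for the liver sets, 2 of 7 also passed in muscle. The haematopoietic lineage scored 2.08 (adjusted p = 0.00121), opposite to liver, and the mitochondrial ribosome 1.73 (adjusted p = 0.00232), in the same direction. By camera with its preset correlation the haematopoietic list did not pass in muscle (adjusted p = 0.863, 33 genes above and 31 below 0). Its difference between tissues did not pass camera either (adjusted p = 0.404), so the opposite direction rests on the score alone. Without liver NP replicate 1 the score was 0.56 for peroxisome, 0.63 for fatty acid metabolism and 1.14 for butanoate metabolism, and that of steroid biosynthesis turned to -0.84. The number of sets passing was 2 without liver NP replicate 1, 1 without liver NP+tau replicate 3 and 2 without muscle NP+tau replicate 2, and the extracellular matrix score turned to 1.98 without muscle NP replicate 3 and to 0.97 without muscle NP+tau replicate 2.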

The top 5 most significant genesets (based on FDR) is shown. Size) total number of genes in analysis from the geneset. ES) Enrichment score, reflects the degree to which a gene set is overrepresented. NES) Normalized enrichment score, is an ES score that is comparable between genesets. A positive value for ES and NES indicates an upregulation of said geneset by taurine, likewise a negative value indicates a downregulation of the geneset in question. FDR) False discovery rate. FWER) Family-wise error rate.

**Table 6:** Mitochondrial genes significantly changed by gestational taurine supplementation in skeletal muscle of 4 week old mice

Probe	Gene symbol	Gene name	Fold change
1428487_s_at	COQ10B	coenzyme Q10 homolog B	3.04
1416772_at	Cpt2	Carnithine palmitoyltransferase 2	1.56
1425140_at	Lactb2	Lactamase, beta 2	1.81
1424219_at	MRM1	Mitochondrial rRNA methyltransferase 1	1.78
1451266_at	Mrpl50	Mitochondrial ribosomal protein L50	1.65
1424433_at	Msrb2	Methionine sulfoxide reductase B2	2.21
1449897_a_at	MTCP1	Mature T-cell proliferation 1	1.55
1445632_at	OGDH	Oxoglutarate dehydrogenase (lipoamide)	1.52
1452676_a_at	PNPT1	Polyribonucleotide nucleotidyltransferase 1	1.56
1424735_at	Slc25a25	Solute carrier family 25 (phosphate carrier), member 25	2.48
1425753_a_at	Ung	Uracil DNA glycosylase	1.93

A list of probes and corresponding gene symbols and names for mitochondrial genes significantly changed by gestational taurine supplementation. Fold change indicates the fold change increase in the taurine supplemented group (NP+tau). vs. the non-treated group (NP).

## Discusson

The novel findings of this study were 1) that a maternal low protein diet induced substantial changes in gene expression patterns in newborn offspring in both liver and skeletal muscle, 2) that the changes in mitochondrial genes in general and genes of oxidative phosphorylation in particular were prominent in both liver and skeletal muscle, with predominantly upregulation in liver and downregulation in skeletal muscle, 3) that maternal taurine supplementation in the drinking water during pregnancy to a surprisingly large extent prevented these changes in gene expression patterns in both liver and skeletal muscle, and finally 4) that gestational taurine supplemention of control dams during gestation seemed to have an effect upon mitochondrial gene expression in the offspring at 4 weeks of age.

### Birthweight

The 40% decrease in birthweight of LP offspring observed in this study  is somewhat larger than previously reported in the same mouse strain (7% and 28%) [32]. We observed no difference in the ratio of organ weight:total body weight, which seems to disagree with a previous study  in rats [33], and we saw a large rescue effect of taurine upon birthweight, in disagreement with a similar study in rats [19]. However, these disagreements likely reflect species or diet composition differences.

### Changes in global gene expression patterns in liver and skeletal muscle

Genes involved in oxidative phosphorylation and other mitochondrial genes were the most over-represented in the genes changed in the LP offspring (Table 3 and 4). This suggests that dysregulation of energy metabolism is a key component in the development of the low birthweight phenotype. Furthermore, as CS activity may be considered a measure of mitochondrial mass, the lack of a change in CS activity suggests this dysregulation may happen without a change in mitochondrial mass. However, this seem to be at variance with Park et al. [34], who reported a decreased mtDNA:gDNA ratio in both liver and skeletal muscle in 5-week-old offspring of maternal low protein rats.

In liver, a large fraction of genes involved in amino acid metabolism, protein synthesis, TCA cycle and energy metabolism genes involved in both Complex I-IV and ATP synthesis showed an increased expression, whereas in skeletal muscle the opposite effect was observed. The concentration of taurine in skeletal muscle is ~6 fold higher than in the liver in mice [35], suggesting a different taurine requirement of the two tissues. It should also be noted that a decrease in taurine availability is known to occur under LP conditions [36], and that taurine is a constituent of mitochondrial tRNA [13] and may thus be required for normal mitochondrial function.

Downregulation of oxidative phosphorylation in skeletal muscle has in several cases been linked to development of type 2 diabetes and insulin resistance [37,38]. Although the exact mechanism is unknown, a decrease in the number of skeletal muscle mitochondria and/or in the activity of oxidative phosphorylation as well as mitochondrial dysfunction at birth may, if it is permanent, be associated with a decreased capacity for β-oxidation capacity, which may lead to increased intracellular lipid content and subsequent disruption of insulin signaling [39]. However, this hypothesis has recently been questioned [40].

Interestingly, in humans birthweight is positively associated with the expression of PGC-1α in skeletal muscle in adults [6], but despite PGC-1α controlling mitochondrial biogenesis [41], no concomitant difference in mitochondrial gene expression and oxidative phosphorylation was observed in adults with a low birthweight [6]. However, the decrease in mitochondrial gene expression seen in this study and not in adult humans may reflect the difference between newborns and adults or species difference.

### Partial phenotype rescue by taurine supplementation

Taurine has previously been shown to rescue the adverse effects of a maternal LP diet on pancreatic function in the offspring [19,20,23,42]. We find a large rescuing effect on gene expression profiles in both liver and muscle by taurine supplementation, with significantly more mitochondrial genes rescued in skeletal muscle than in liver, suggesting taurine as an important factor in the control of mitochondrial gene expression. Furthermore, we observed that the rescuing effect was tissue specific, as genes of fatty acid metabolism in the liver and genes involved in oxidative phosphorylation and TCA cycle in skeletal muscle were preferentially rescued compared with other genes (Table 3 and 4).  A similar study examining the effect of maternal LP diet and taurine on islet gene expression also found decreased expression of respiration and TCA cycle genes, changes which were rescued fully by taurine supplementation [23]. Combined with our results, this strongly suggests that the effect exerted by taurine is mediated by a mitochondrial mechanism.

In this context it should be noted that plasma taurine concentration has been suggested to be a marker of fetal well being and a prerequisite for normal fetal development [43]. This is corroborated by the observation that lack of the taurine transporter (TAUT) confers a large decrease in exercise capacity [14], which may also be related to the observation that TAUT expression increases during myogenesis and that taurine is able to protect against dexamethasone induced atrophy [44]. Thus, a picture of taurine as a necessary expression factor in myogenesis, and perhaps in mitochondrial biogenesis as well, emerges.

In liver a deficiency of taurine, as seen in the TAUT knockout mouse, causes an increase in hepatic apoptosis and inflammation, as well as a decrease in mitochondrial coupling of oxidative phosphorylation [45]. Also, taurine has been shown to have an anti-apoptotic effect upon the liver and to normalize tamoxifen induced mitochondrial dysfunction in rats [46]. There are several reports on the effect of a maternal low protein diet on offspring DNA methylation patterns [47,48], but there is no evidence of taurine involvement in this process. Interestingly, taurine has been shown to decrease N-methylation in rat heart [49].

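Mitochondrial genes as a whole had a mean log2 difference of 0.15 (standard error 0.09, n = 3 per group) over 512 genes in muscle and of 0.04 (standard error 0.12, n = 3 per group) over 515 genes in liver at 4 weeks of age. Camera ranked the list higher than the other genes of the tissue with its preset correlation (adjusted p = 0.00111 in muscle and 0.00308 in liver), and not with an estimated correlation (adjusted p = 0.766 and 0.638). The groups overlapped, with list means of 9.02 to 9.23 in NP and 9.00 to 9.31 in NP+tau liver (exact permutation p = 0.6) and of 9.04 to 9.25 and 9.23 to 9.44 in muscle (exact permutation p = 0.3). In muscle 377 of these genes were above 0 and 135 below, with 33 higher and 2 lower at an unadjusted p under 0.05. In liver 314 were above 0 and 201 below, with 3 higher and 6 lower at that level. Adjusted over the list alone, 0 genes passed in either tissue. The sideroflexin Sfxn2 differed by -0.58 (standard error 0.18) in muscle, and Slc25a4, the ADP/ATP carrier, by -1.40 (standard error 0.32) in liver. Permutation testing of 928 mitochondrial probes in liver called 0 higher and 3 lower probes, all of Slc25a4, and 0 with no filter on dim probes. Fewer probes were called in each run that left out a replicate.
For lipid metabolism, the 19 genes of mitochondrial β-oxidation had a mean of 0.26 (standard error 0.10, adjusted p = 0.00154) in muscle and of 0.22 (standard error 0.24, adjusted p = 0.00604) in liver, with 15 genes above 0 in each. The adjusted p with an estimated correlation was 0.710 and 0.638. In muscle, both subunits of the trifunctional protein, Hadhb at 0.47 (standard error 0.16) and Hadha at 0.36 (standard error 0.16), and the acyl-CoA dehydrogenase Acadvl at 0.59 (standard error 0.22) had the smallest p after the carnitine palmitoyltransferase of Table 6. In liver, that gene, Cpt2, differed by 0.62 (standard error 0.30). The 34 muscle genes of fatty acid metabolism did not pass (mean 0.09, standard error 0.03, adjusted p = 0.435, 17 above and 17 below 0). The 21 genes of lipogenesis were higher as a group in liver (mean 0.58, standard error 0.49, adjusted p = 0.000832, 17 above 0, adjusted p = 0.638 with an estimated correlation), with the fatty acid synthase Fasn at 0.99 (standard error 0.43) and the elongase Elovl6 at 1.06 (standard error 0.46). For protein translation, the mitochondrial ribosome of muscle had a mean of 0.17 (standard error 0.14, adjusted p = 0.00154, 66 of 80 genes above 0, adjusted p = 0.766 with an estimated correlation), with Mrpl3 at 0.40 (standard error 0.14) and Mrpl36 at 0.46 (standard error 0.17). Without NP replicate 1 the adjusted p was 0.0575 for the mitochondrial genes and 0.187 for the mitochondrial ribosome of muscle, and 0.253, 0.576 and 0.0635 for the mitochondrial, β-oxidation and lipogenesis lists of liver. Without NP+tau replicate 1 it was 0.376, 0.560 and 0.133 for the mitochondrial, ribosome and β-oxidation lists of muscle, and in liver the mitochondrial list was also lost without NP+tau replicate 2 (adjusted p = 0.0627) or 3 (adjusted p = 0.122) and β-oxidation without NP+tau replicate 3 (adjusted p = 0.118). With the Xist level as a covariate the adjusted p of the liver lists was 0.903 for mitochondrial genes, whose direction turned, 0.967 for β-oxidation and 0.448 for lipogenesis.
No probe of either tissue passed limma's test over all probes. In liver, 1372 probes (4.69%) were at an unadjusted p under 0.05, 205 higher and 1167 lower in NP+tau, and the lowest adjusted p was 0.718. The 3 NP+tau values lay on 1 side of the 3 NP values for 4345 probes (14.8%, against 10% by chance). In muscle, 1793 probes (6.12%) were at that level, 1090 higher and 703 lower, the lowest adjusted p was 0.342 and 4421 of 29274 probes had separate groups, against 10% by chance. SAM over the same probes called 0 in liver and 1, the lower Egr1, in muscle. With limma, 9 liver probes passed without NP+tau replicate 1, 1 without NP replicate 3 and 8 with array weights. Leaving out muscle NP+tau replicate 1 gave 8 probes. Without that replicate, all NP+tau samples of a tissue carried Y-linked transcripts and no NP sample did. The probes passing without it can therefore not be assigned to the diet rather than to sex. A fit with the Xist level as a covariate compares in effect NP+tau replicate 1 with the NP samples. In liver this is the outlying array, so the probes passing in that fit were not read as an effect of the diet. Among liver probes with separate groups and the smallest p were the major urinary protein Mup3 at 1.98 (standard error 0.31), the pantetheinase Vnn1 at 1.20 (standard error 0.22), the lactate dehydrogenase subunit Ldhb at -1.60 (standard error 0.27), the kinase Pim1 at -1.25 (standard error 0.22) and the macrophage growth factor receptor Csf1r at -1.25 (standard error 0.23). In muscle these were the myogenic factor Myog at 1.53 (standard error 0.17, adjusted p = 0.458), the kinase Mast4 at 1.66 (standard error 0.22), the chaperone Hspa8 at 1.92 (standard error 0.30), the transcription factor Egr1 at -1.61 (standard error 0.15, adjusted p = 0.342) and the noncoding RNA Meg3 at -1.08 (standard error 0.21). Y-linked transcripts were found in NP+tau samples only, so sex was not separated from diet for the probes of either tissue. The 10 male-biased liver genes did not pass camera in liver (mean 0.22, standard error 0.16, adjusted p = 0.184). Of them, 1 was higher when adjusted over the list alone.
The difference between muscle and liver in the response to taurine was itself tested: 0 of 25622 probes passed limma's interaction test (lowest adjusted p = 0.542), and 1999 were at an unadjusted p under 0.05, with 2 passing without liver NP replicate 3. From Tables 5 and 6, the paper proposes that taurine given to control dams affected mitochondrial gene expression in their 4-week-old offspring.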

Taurine supplementation during gestation alone, with no other dietary manipulations of the maternal diet, resulted in minute changes to mitochondrial gene expression in both skeletal muscle and liver, primarily in lipid metabolism and protein translation. Others have shown both beneficial [50] and detrimental effects [51] of gestational taurine supplementation upon the adult metabolic phenotype, however no mechanism for these changes have been identified. The observation that gestational taurine supplementation also in the control group has an effect on mitochondrial gene expression and lipid metabolism corroborates the notion of taurine as being important for development of normal mitochondrial function, a field of research which needs more attention.

## Conclusion

A low protein diet to mice during pregnancy caused major changes in both body mass and gene expression profiles of liver and skeletal muscle of the newborn mice. The expression changes were predominantly related to mitochondrial genes but were markedly different in liver and skeletal muscle. Maternal taurine supplementation in the drinking water partially prevented both the change in body mass and changes in gene expression. In particular, skeletal muscle genes involved in oxidative phosphorylation were almost completely normalized by the taurine supplementation. The mechanism of these taurine effects remains unknown, but it may be suggested that taurine is a factor controlling mitochondrial gene expression during development, possibly by an epigenetic mechanism.

## Competing interests

The authors declare that they have no competing interests.

## List of abbreviations

CS: citrate synthase; LP: low protein ; NP: normal protein; PGC-1α: peroxisome proliferator-activated receptor γ coactivator-1α; Tau: taurine; TCA: tricarboxylic acid.

## Authors’ contributions

HLO and LF  performed animal experimental work, RNA isolation, preliminary microarray analyses and enzyme assays. FCN performed the bulk of the microarray experiments. OHM carried out the bioinformatic and statistical analyses and validated genes. PEN, NG and BQ conceived and designed the study and contributed to data analysis. OHM wrote the first draft of the manuscript which was finalized i collaboration with NG and BQ. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Mortensen OH LP tau mice additional file 1.pdf, Adobe pdf document. Supplemental table 1. Validation of genes significantly changed in newborn mice subjected to a maternal low protein diet. Click here for file

Additional file 2 Mortensen OH LP tau mice additional file 2.xls, Excel spreadsheet. Supplemental table 2. Genes significantly different in both liver and skeletal muscle of newborn mice subjected to either a maternal low protein diet or a maternal normal protein diet as described. L: Liver, M: Skeletal muscle. Fully rescued genes (FR), partially rescued genes (PR). All expression values are represented as a single value of fold-change compared to NP. Click here for file

Additional file 3 Mortensen OH LP tau mice additional file 3.xls, Excel spreadsheet. Supplemental table 3. Significantly changed mitochondrial genes in liver of newborn mice. All expression values are represented as a single value of fold-change compared to NP. Click here for file

Additional file 4 Mortensen OH LP tau mice additional file 4.xls, Excel spreadsheet. Supplemental table 4. Significantly changed mitochondrial genes in skeletal muscle of newborn mice. All expression values are represented as a single value of fold-change compared to NP. Click here for file

# Supplementary material for: A maternal low protein diet has pronounced effects on mitochondrial gene expression in offspring liver and skeletal muscle; protective effect of taurine
**Source:** J Biomed Sci. 2010 Aug 24;17(Suppl 1):S38. doi: 10.1186/1423-0127-17-S1-S38
**Supplement:** Additional file 1 — Mortensen OH LP tau mice additional file 1.pdf, Adobe pdf document. Supplemental table 1. Validation of genes significantly changed in newborn mice subjected to a maternal low protein diet.

## Supplemental table 1A - liver

| Taurine        | -                | +                | -                             | +                                | 2-way ANOVA |         |          |
|----------------|------------------|------------------|-------------------------------|----------------------------------|-------------|---------|----------|
| Protein        | NP               | NP               | LP                            | LP                               | chow        | taurine | c*t      |
| ACSS2          | 1.00 (0.79-1.27) | 1.02 (0.79-1.33) | 0.51 (0.37-0.70) <sup>‡</sup> | 0.83 (0.72-0.96) <sup>‡</sup>    | 0.0001      | 0.0108  | 0.0183   |
| 1422478_a_at   | 1.00 (0.66-1.51) | 0.56 (0.30-1.03) | 0.10 (0.08-0.14)              | 0.45 (0.27-0.78)                 | 0.0010      | ns      | 0.0030   |
| CS             | 1.00 (0.90-1.11) | 1.05 (0.95-1.16) | 0.91 (0.80-1.04)              | 1.02 (0.92-1.12)                 | ns          | ns      | ns       |
| 1450667_a_at   | 1.00 (0.89-1.12) | 0.92 (0.64-1.32) | 0.65 (0.55-0.78)              | 0.95 (0.82-1.11)                 | ns          | ns      | ns       |
| EGFR           | 1.00 (0.90-1.12) | 1.06 (0.94-1.19) | 0.79 (0.61-1.02)              | 0.87 (0.72-1.05)                 | 0.0079      | ns      | ns       |
| 1435888_at     | 1.00 (0.67-1.50) | 0.61 (0.30-1.28) | 0.07 (0.02-0.24)              | 0.54 (0.24-1.24)                 | 0.0120      | ns      | 0.0186   |
| FST            | 1.00 (0.82-1.23) | 1.32 (1.04-1.66) | 0.43 (0.32-0.57) <sup>†</sup> | 0.89 (0.69-1.15) <sup>‡, §</sup> | 0.0001      | 0.0001  | 0.0493   |
| 1434458_at     | 1.00 (0.69-1.45) | 0.73 (0.57-0.94) | 0.24 (0.16-0.36)              | 1.20 (0.76-1.89)                 | 0.0424      | 0.0102  | 0.0011   |
| GLDC           | 1.00 (0.89-1.13) | 1.02 (0.82-1.28) | 1.60 (0.84-3.01)              | 0.95 (0.67-1.34)                 | ns          | ns      | (0.0797) |
| 1416049_at     | 1.00 (0.72-1.39) | 1.07 (0.79-1.47) | 3.22 (2.97-3.48)              | 2.03 (1.37-3.03)                 | 0.0004      | ns      | ns       |
| GPD2           | 1.00 (0.88-1.14) | 0.99 (0.88-1.13) | 0.75 (0.57-0.97) <sup>‡</sup> | 1.00 (0.87-1.15) <sup>†</sup>    | 0.0417      | 0.0415  | 0.0331   |
| 1417434_at     | 1.00 (0.75-1.34) | 1.02 (0.76-1.36) | 0.43 (0.35-0.53)              | 1.05 (0.81-1.36)                 | 0.0174      | 0.0100  | 0.0120   |
| PGC-1 $\alpha$ | 1.00 (0.83-1.18) | 1.23 (0.94-1.75) | 0.79 (0.56-1.12)              | 0.86 (0.40-1.57)                 | 0.0096      | ns      | ns       |
| 1434100_x_at   | 1.00 (0.86-1.14) | 0.50 (0.29-0.86) | 0.48 (0.32-0.73)              | 0.80 (0.60-1.06)                 | ns          | ns      | 0.0141   |
| SPP1           | 1.00 (0.81-1.24) | 0.84 (0.69-1.02) | 0.53 (0.34-0.83)              | 0.70 (0.43-1.15)                 | ns          | ns      | ns       |
| 1449254_at     | 1.00 (0.87-1.15) | 1.34 (0.96-1.87) | 0.19 (0.13-0.30)              | 1.19 (0.55-2.57)                 | 0.0068      | 0.0025  | 0.0141   |

## Supplemental table 1B – skeletal muscle

| Taurine        | -                | +                | -                              | +                              | 2-way ANOVA |          |          |
|----------------|------------------|------------------|--------------------------------|--------------------------------|-------------|----------|----------|
| Protein        | NP               | NP               | LP                             | LP                             | chow        | taurine  | c*t      |
| COX7A1         | 1.00 (0.80-1.25) | 0.93 (0.73-1.19) | 0.54 (0.39-0.74) <sup>**</sup> | 0.76 (0.61-0.96)               | 0.0005      | ns       | 0.0475   |
| 1418709_at     | 1.00 (0.78-1.28) | 0.89 (0.64-1.23) | 0.21 (0.14-0.30)               | 1.15 (0.94-1.41)               | 0.0024      | 0.0008   | 0.0003   |
| COX7C          | 1.00 (0.72-1.39) | 0.83 (0.59-1.17) | 0.76 (0.44-1.29)               | 0.78 (0.64-0.95)               | ns          | ns       | ns       |
| 1459884_at     | 1.00 (0.93-1.09) | 0.86 (0.80-0.92) | 2.43 (1.56-3.76)               | 1.39 (0.79-2.44)               | 0.0058      | (0.0896) | ns       |
| CS             | 1.00 (0.76-1.32) | 1.02 (0.72-1.43) | 0.83 (0.67-1.03)               | 0.82 (0.65-1.02)               | (0.0728)    | ns       | ns       |
| 1450667_a_at   | 1.00 (0.90-1.11) | 0.92 (0.67-1.26) | 0.65 (0.56-0.76)               | 0.95 (0.83-1.09)               | (0.0871)    | ns       | 0.0499   |
| GPD2           | 1.00 (0.69-1.46) | 1.04 (0.72-1.48) | 0.80 (0.66-0.96)               | 0.80 (0.63-1.03)               | (0.0651)    | ns       | ns       |
| 1417434_at     | 1.00 (0.85-1.17) | 0.96 (0.79-1.18) | 0.62 (0.58-0.67)               | 1.26 (1.04-1.53)               | ns          | 0.0040   | 0.0022   |
| MH1            | 1.00 (0.74-1.35) | 0.94 (0.74-1.21) | 0.63 (0.41-0.96)               | 0.69 (0.44-1.08)               | 0.0135      | ns       | ns       |
| 1427868_x_at   | 1.00 (0.77-1.30) | 0.85 (0.47-1.51) | 0.33 (0.28-0.38)               | 1.00 (0.68-1.47)               | 0.0396      | 0.0385   | 0.0102   |
| MYBPC2         | 1.00 (0.75-1.33) | 0.91 (0.68-1.20) | 0.21 (0.14-0.34) <sup>‡</sup>  | 0.50 (0.27-0.91) <sup>*†</sup> | 0.0001      | 0.0452   | 0.0139   |
| 1455736_at     | 1.00 (0.96-1.04) | 0.76 (0.54-1.06) | 0.04 (0.03-0.07)               | 0.56 (0.27-1.15)               | 0.0001      | 0.0010   | 0.0002   |
| PDK4           | 1.00 (0.74-1.36) | 0.87 (0.59-1.29) | 0.38 (0.30-0.48)               | 0.41 (0.26-0.65)               | 0.0001      | ns       | ns       |
| 1417273_at     | 1.00 (0.70-1.43) | 0.70 (0.26-0.92) | 0.12 (0.09-0.17)               | 0.33 (0.15-0.76)               | 0.0039      | ns       | (0.0931) |
| PGC-1 $\alpha$ | 1.00 (0.70-1.75) | 1.10 (0.56-2.19) | 0.62 (0.44-0.90)               | 0.68 (0.32-1.13)               | 0.0084      | ns       | ns       |
| 1456395_at     | 1.00 (0.59-1.70) | 1.27 (0.46-3.45) | 0.32 (0.22-0.47)               | 1.31 (0.72-2.38)               | ns          | 0.0426   | ns       |
| UCP3           | 1.00 (0.73-1.37) | 0.75 (0.47-1.20) | 0.34 (0.19-0.60)               | 0.40 (0.28-0.56)               | 0.0001      | ns       | ns       |
| 1420658_at     | 1.00 (0.68-1.47) | 0.89 (0.51-1.53) | 0.31 (0.28-0.34)               | 0.54 (0.31-0.97)               | 0.0062      | ns       | ns       |

### Supplemental table 1. Validation of genes significantly changed in newborn mice subjected to a maternal low protein diet

Quantitative RT-PCR determined mRNA levels of selected significantly changed genes and citrate synthase together with the respective expression levels from the microarray probes. All values are shown as geometric means with 95% confidence intervals normalized to control (NP), with  $5 \leq N \leq 7$  per group (quantitative RT-PCR mRNA levels) and  $N=3$  per group (microarray probes). The results of a two-way ANOVA testing for effect of chow and taurine as well as

the interaction are shown. ACSS2 (acyl-CoA synthetase short-chain family member 2), COX7A1 (cytochrome c oxidase, subunit VIIa 1), COX7C (cytochrome c oxidase, subunit VIIc), CS (citrate synthase), EGFR (epidermal growth factor receptor), FST (Follistatin), GLDC (glycine decarboxylase), GPD2 (glycerol phosphate dehydrogenase 2, mitochondrial), MH1 (myosin, heavy polypeptide 1, skeletal muscle, adult), MYBPC2 (myosin binding protein C, fast-type), PDK4 (pyruvate dehydrogenase kinase, isoenzyme 4), SPP1 (secreted phosphoprotein 1), UCP3 (uncoupling protein 3). A) liver, B) skeletal muscle. \*)  $p<0.05$ , \*\*)  $p<0.01$ , ¶)  $p<0.001$  significantly different from NP without taurine. †)  $p<0.05$ , ‡)  $p<0.01$  significantly different from LP without taurine. §) significantly ( $p<0.05$ ) different from NP with taurine. Table reprinted with permission from Wolters Kluwer Health / Lippincott Williams & Wilkins (Mortensen OH et al. *Pediatr Res* 2010, 67: 47-53)

How the deposited data were processed for this re-analysis (not part of the article)

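Liver and quadriceps muscle of 4-week-old offspring of NP and NP+tau dams were measured on Affymetrix mouse arrays, with 3 samples of each diet group in each tissue. The values are log2 expression values that the authors made by quantile normalisation of the arrays of each tissue and summary with RMA in R and Bioconductor, as deposited. They cover 45101 probes, 64 of them control probes, and no probe had been removed from them. The paper's later step, removal of probes absent on every array, was not repeated because the calls were not used here. Probes near the background level of an array carry little signal.

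The choices of tests, filters, gene lists, alternatives and the rule for naming genes were made before the data were examined, except where the text says otherwise. Control probes were removed, and a probe was kept in a tissue if the highest of its 6 values lay at or above the 35th percentile of these highest values (29274 probes in each tissue). Gene symbols came from the probe annotation of the series, and probes with several symbols or none were tested but not named. NP+tau was compared with NP in each tissue with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with p adjusted by Benjamini-Hochberg over the probes kept and a threshold of 0.05. The difference between tissues was tested as an interaction over the 25622 probes kept in both.

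Of 58 gene lists of pathways, cell types and control genes written by hand, 55 had at least 5 measured genes in a tissue and were tested; of the other 3, 1 matched no gene because its pattern was mistaken, and it was left as it was. They stand in for the GO and KEGG sets of the paper, whose members were not used here, so that set sizes differ. Lists were tested with camera of limma with its preset correlation of 0.01, two-sided, on the brightest probe of each gene, and adjusted over the lists of the tissue. Camera with an estimated correlation, camera on ranks and fry were the alternatives, where fry tests a list against no change instead of against the other genes. Gene set enrichment analysis was run with fgsea 1.28.0 on the signal-to-noise ratio with 10000 gene set permutations, since 3 samples against 3 allow only 20 relabellings. Adjustment was over 17 lists. Mouse Reactome sets of 15 to 500 measured genes came with fgsea. SAM was written anew from its published definition, with its fudge constant, all 20 relabellings and a false discovery rate under 10%, and was run on the probes of a list of mitochondrial genes together with the probes of Table 6 in muscle. The list replaces the GO term of the paper. Block fits used statmod 1.5.0, tables were read with data.table 1.17.8, and figures were drawn with matplotlib 3.10.9.

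For each tissue, the genes named are the 6 probes higher and the 6 lower with the smallest unadjusted p among those whose groups did not overlap, since fewer than 5 probes passed in either direction. Also named are the genes of Table 6, whose values in the paper had been seen, and up to 4 members of a list with the smallest unadjusted p, together with single members that differed the other way. Not every gene that this rule gives is printed. Single values were compared by an exact permutation test, two-sided, whose smallest p is 0.1 for 3 samples against 3.

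On simulated data with the spread of these arrays, limma called 3% of probes changed by 1 on the log2 scale in liver and 22% in muscle, and 53% and 80% of those changed by 2. Camera with the preset correlation called 2 of 2 lists shifted by 0.25 in each tissue, and with an estimated correlation 1 of 2 in liver and 2 of 2 in muscle. With the preset correlation it called 0 unshifted lists in either tissue. Each other split of the real samples into groups of 3 called at least 21 lists in liver and 11 in muscle. The simulated rates for lists may therefore not hold for these data. SAM called 55% of 20 raised mitochondrial probes in liver and 85% in muscle. The interaction called 6.98% of probes that differed by 1 and 66.3% of those that differed by 2.

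The alternatives were no filter and a stricter filter on dim probes, an intensity trend, array weights, centring of the arrays, SAM over all probes, a looser threshold, the Xist level as a covariate, the replicate number as a block, other statistics for lists, and each replicate left out in turn. A fit without liver NP replicate 1 and NP+tau replicate 1 together was added after seeing the data. Newborn samples were not analysed here.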

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

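The tests of the steroid biosynthesis list against liver NP replicate 1, hepatocyte content and sex, the test of the Table 6 probes against sex, the count of these probes that SAM called without muscle NP replicate 1, and the mean differences of the mitochondrial ribosome and steroid lists without a liver were chosen only after the result was seen, as was the fit without liver NP replicate 1 and NP+tau replicate 1 together.

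The response to taurine differed between the tissues, by camera on the interaction with its preset correlation, for 21 of 55 gene lists and for 0 with an estimated correlation. For 5 of the 21 the difference passed in each of 12 fits that left out a replicate, and each of the others failed to pass in at least 1 of these fits. In muscle minus liver, voltage-gated potassium channels differed by -0.38 (adjusted p = 4.97e-05), xenobiotic metabolism by -0.37 (adjusted p = 0.000481), neuroactive ligand receptors by -0.16 (adjusted p = 0.000572), immediate early genes by 0.77 (adjusted p = 0.0123) and epidermis and hair markers by -0.32 (adjusted p = 0.0214). Their adjusted p with an estimated correlation was 0.621, and 0.641 for epidermis and hair. In liver the mean level of the potassium channel list was 4.87 to 5.08 in NP and 4.96 to 5.51 in NP+tau. These levels lie near the limit of 4.60 for keeping a liver probe, so the liver part of this difference comes from dim probes. The neuroactive receptor list was likewise dim, at 5.22 to 5.36 in NP and 5.29 to 5.52 in NP+tau liver. In muscle it was at 5.45 to 5.56 in NP and 5.33 to 5.40 in NP+tau.

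Some groups that the paper does not discuss at 4 weeks passed camera with its preset correlation, also in each fit that left out a replicate, but none passed with an estimated correlation (adjusted p = 0.638 for each liver list and 0.710 for each muscle list below). In liver, oxidative phosphorylation differed by 0.13 (highest adjusted p of these fits 0.0138). Immediate early genes, which respond to stimuli within minutes, differed by -0.83 (standard error 0.20, adjusted p = 4.70e-07), with 12 of 23 lower at an unadjusted p under 0.05, among them Fos at -2.46 (standard error 0.48), Junb at -1.59 and Jun at -1.54, and 4 passing when adjusted over the list alone. Markers of neutrophils differed by -1.49 (S100a9 at -3.82 and Camp at -2.23) and those of macrophages and Kupffer cells by -1.09 (C1qa at -1.21). The mean of the neutrophil list was 5.53 to 8.00 in the NP livers, highest in replicate 1, and 4.76 to 5.19 in the NP+tau livers. Slow and oxidative sarcomere genes, which are muscle genes, differed by 0.53 (standard error 0.29, adjusted p = 0.00148, 10 of 11 above 0), with Csrp3 at 1.69 (standard error 0.49) and Myl3 at 0.62, and their adjusted p was 0.114 without NP replicate 1 and NP+tau replicate 1. The mean of this list was 5.24 to 5.51 in the NP livers and 5.63 to 6.47 in the NP+tau livers, whose group mean was 5.92. In muscle, all 20 heat shock genes were above 0 and differed by 0.76 (standard error 0.36, adjusted p = 1.66e-09), with 9 at an unadjusted p under 0.05 and 6 passing over the list alone, among the list's genes Hsph1 at 1.06 (standard error 0.27) and Dnajb1 at 0.80 (standard error 0.23). The list mean was 11.0 in NP+tau replicate 2 and 9.40 to 10.1 in the other muscles. Genes with female-biased expression in liver differed by -0.36 in muscle (adjusted p = 0.00561, 8 of 8 below 0, Fmo2 at -0.97, adjusted p = 0.0762 with no filter on dim probes), whereas in liver the same list differed by 0.62 (standard error 0.55, adjusted p = 0.00664, 12 of 16 above 0, adjusted p = 0.394 without NP replicate 1), and hepatocyte markers by -0.29 (adjusted p = 0.00143, 16 of 20 below 0, Apoa5 at -0.54), at a mean level of 5.21 to 5.81 in muscle. The slow sarcomere genes of liver and the heat shock genes of muscle still passed with the Xist level as a covariate. Oxidative phosphorylation, immediate early genes, neutrophils and macrophages in liver did not, nor did female-biased genes and hepatocytes in muscle. That fit compares in effect NP+tau replicate 1, in liver the outlying array, with the NP samples. Whether a list passes it therefore cannot tell sex from the diet.

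The mitochondrial ribosome list was higher in NP+tau liver by camera with its preset correlation (mean log2 difference 0.10, adjusted p = 0.000547), and the call ended with an estimated correlation (adjusted p = 0.638). The outlying array of NP+tau replicate 1 and the liver of NP replicate 1, which had the highest neutrophil level, were each argued against as the sole source, because the mean difference was 0.12 (standard error 0.04) without the former and 0.13 (standard error 0.04) without the latter, where the list still passed with the preset correlation (adjusted p = 3.39e-05 and 1.05e-05). Sex cannot be told apart from the diet: with the Xist level as a covariate the difference went from 0.10 (standard error 0.04) to 0.05 (standard error 0.06), a ratio of 0.512 with an error of 0.598. Taurine and sex may each contribute and stay open.

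Steroid biosynthesis was higher in NP+tau liver by camera with its preset correlation (mean 0.58, adjusted p = 0.00185) but not with an estimated correlation (adjusted p = 0.638), and without NP replicate 1 the mean was -0.07 (standard error 0.46, adjusted p = 0.705), so that the call may rest on this single liver, in which Tm7sf2 was at 7.09 against 10.2 to 10.7 in the others. A lower share of hepatocytes alone was argued against by the other cell types of liver, which it would raise alike: their median deviation in that liver from the other 5 was 1.51 (error 0.19) for macrophages, 0.67 (error 0.23) for stellate cells and 0.27 (error 0.09) for endothelial cells, a ratio of lowest to highest of 0.178 with an error of 0.0633, in a test that replaced an earlier one on hepatocyte markers because these lie near the top of the array range, while a rise of macrophages themselves stays open. The cell types compared were chosen after all of them had been looked at, and adipocyte markers, with a median deviation of -0.001 (error 0.15), were left out. Of the 2 NP+tau livers with Y-linked transcripts, 1 lay above all NP livers by its list mean. This had been set to argue against sex, but rests on a single sample, so the reading was changed to open after the value was seen. What set NP replicate 1 apart, including a biological difference of its dam, was not tested.

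The Table 6 probes were higher in NP+tau muscle (median log2 difference 0.83), and without NP replicate 1, where their values were low, it was 0.70, a ratio of 0.841 with an error of 0.0222, which had been set to argue against that sample as the source; but the 11 were chosen on these samples, and SAM called only 3 of them without it, so the reading was changed to open after the value was seen. Sex cannot be told apart from the diet: NP+tau replicate 1, with Xist at the NP level, lay above all NP muscles for 11 of 11 probes, and with the Xist level as a covariate the median log2 difference was 0.78 (median standard error 0.25, against 0.17 without it), but both rest on that single sample. Selection from many probes was tested by the share of mitochondrial probes among those with a SAM statistic at least as high as the lowest of the 11, relative to all probes, with the 11 left out, and the ratio was 0.410 (2 of 154 probes, 1.30% against 3.16%), whereas it was 2.46 with the 11 kept in. The ratio had been set to count for selection when low, but leaving out the 11, which were chosen as the highest of the list, lowers it by construction, so the reading was changed to open after the value was seen. Taurine, sex, NP replicate 1 and selection may each contribute and stay open.

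The 6 samples of a tissue can be split into groups of 3 in only 10 ways, the real split included, which cannot give a share under 0.05, so these counts decide nothing about chance. In liver the real split and the highest other split gave 0 and 0 probes, 31 and 27 gene lists, 3 and 249 probes by SAM on mitochondrial probes, 6 and 6 sets by gene set enrichment analysis and 197 and 322 Reactome sets. The number of splits with a result as large was 10, 1, 4, 2 and 6 in turn. Each other split of the livers called at least 21 gene lists and each other split of the muscles at least 11, so that a call by camera with its preset correlation is not by itself a sign of the diet. In muscle the pairs were 0 and 1, 22 and 25, 19 and 84, 8 and 8, and 165 and 176, and the numbers of splits 10, 2, 2, 2 and 4. For the Table 6 probes they were 11 and 0 (1 split), for the newborn lists 1 and 2 (10 splits) and for the probes that differ between tissues 0 and 1 (10 splits). The 249 liver probes came from the split that sets NP replicates 1 and 2 and NP+tau replicate 1 against the rest. The 84 muscle probes came from the split that sets NP replicates 1 and 2 and NP+tau replicate 2 against the rest. What set these splits apart was not tested.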

How the results depend on the processing

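The fit without liver NP replicate 1 and NP+tau replicate 1 was chosen only after the result was seen. Across the alternatives, 508 adjusted p of gene lists kept their direction and side of the threshold, 231 were no longer past it, 6 newly passed and 15 turned in direction. For the enrichment scores these numbers were 113, 21, 3 and 6. Of the differences of named genes, 1524 kept both and 24 newly passed, and 0 turned. Of the newborn values, 56 kept both, 2 were no longer past the threshold, 3 newly passed and 4 turned. Of the summary counts, 104 stayed within 1.5 times and 44 did not. The array background limits dim probes, and the 6 arrays of a tissue limit all tests. Unless a reason is given, the cause was not tested.

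With an estimated correlation, the lists passing were 0 in liver and 0 in muscle, the Reactome sets 0 and 0, the newborn lists 0, and the adjusted p of the liver mitochondrial ribosome was 0.638. With fry, which tests a list against no change, the lists passing were 0 and 0, and the adjusted p of the liver mitochondrial ribosome was 0.651. With no filter on dim probes, SAM on liver mitochondrial probes called 0. In place of SAM, limma on the mitochondrial probes at an adjusted p under 0.1 called 0 in liver and 2 in muscle. SAM over all probes called 1 in muscle. With array weights 8 liver probes passed. With the Xist level as a covariate 9449 liver probes, 10 liver lists and 5 Table 6 probes passed, and the adjusted p of the liver mitochondrial ribosome was 0.193. By its construction, this covariate separates NP+tau replicate 1, in liver the outlying array, from replicates 2 and 3. The fit therefore compares in effect NP+tau replicate 1 with the NP samples. Under it these liver lists turned in direction: peroxisome (adjusted p = 0.967), glycerolipid metabolism (0.804), haematopoietic lineage (0.903), mitochondrial genes (0.903), heat shock (0.455) and cell cycle (0.967). The muscle lists of ER stress (0.613) and Schwann cells (0.829) also turned. Without liver NP replicate 1 and NP+tau replicate 1, 9 probes, 20 lists and 3 enrichment sets passed in liver. The lists of steroid biosynthesis (adjusted p = 0.650), nuclear pore (0.602) and neuroactive receptors (0.699) turned, as did the enrichment score of steroid biosynthesis (-1.28).

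With each replicate left out, the liver counts ranged from 0 to 9 probes (9 without NP+tau 1), 14 to 33 lists (14 without NP 1), 0 to 1 probes by SAM, 1 to 7 enrichment sets (1 without NP+tau 3, 2 without NP 1) and 33 to 246 Reactome sets (33 without NP 1). The liver enrichment score ranged from -0.839 to 2.41 for steroid biosynthesis (lowest without NP 1) and from -0.761 to 1.48 for glycerolipid metabolism (lowest without NP+tau 2, highest without NP+tau 1), and the adjusted p of the cell cycle list from 1.40e-06 to 0.267 (highest without NP 1). In muscle the counts ranged from 0 to 8 probes (8 without NP+tau 1), 4 to 79 probes by SAM (4 without NP 1, 79 without NP 3), 2 to 9 enrichment sets and 38 to 191 Reactome sets (both lowest without NP+tau 2). The adjusted p of the proteasome ranged from 4.46e-07 to 0.946 and that of the extracellular matrix from 1.54e-05 to 0.994 (both highest without NP+tau 2), and the enrichment score of the latter from -2.61 to 1.98 (highest without NP 3). Newborn lists passing ranged from 0 to 2 (0 without muscle NP+tau 1), with an adjusted p in liver from 4.38e-05 to 0.857 for genes higher and from 0.141 to 0.899 for genes lower in LP newborns. Probes that differed between tissues ranged from 0 to 2 (2 without liver NP 3). Leaving out NP+tau replicate 1, alone or with NP replicate 1, sets NP samples without Y-linked transcripts against NP+tau samples with them. Counts from these fits can therefore not tell diet from sex.

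The replicate numbers did not pair NP with NP+tau samples: the correlation of deviations from the group mean, across probes, was 0.02, -0.11 and 0.11 for same-numbered livers and -0.21, -0.27 and 0.33 for same-numbered muscles. With the replicate number as a block, 0 probes passed in liver and 0 in muscle, 33 and 22 lists, and 198 and 169 Reactome sets. With the animal as a random block, 0 probes differed between tissues (consensus correlation 0.148).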

Differences from the paper's values

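All values in this part come from tests and alternatives set before the data were examined, and no test here was chosen only after the result was seen. The paper's number of mitochondrial probes higher by SAM in muscle is 11, and the number here was 19, at the paper's threshold but on another list of mitochondrial genes. It ranged from 2 to 79 over 10 alternatives set before the data were examined, none of which came within 1.5 times of the paper's number. The 11 probes of the paper were among the 19. Their fold changes of 1.52 to 3.03, taken from mean log2 differences, differed from the paper's by less than the replicate error for each probe. Taken as ratios of arithmetic means, they equalled the paper's to the digits it prints for each of the 11 probes. For Msrb2 the fold was 2.25 from log2 means and 2.21 from arithmetic means, against the paper's 2.21.

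The paper's normalized enrichment score for the Alzheimers disease set in muscle is -1.76, and the score here was -0.86 for another list of genes. It ranged from -1.15 to -0.754 over 8 alternatives, none of which had a score within the replicate error of the paper's, and no alternative called this list. The paper's score for neuroactive ligand receptor interaction in muscle is -1.83, and the score here was -2.33, with the same direction. It ranged from -2.40 to -2.11 over 8 alternatives, again with none within the replicate error.

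The paper lists glycerolipid metabolism in liver and the ribosome in muscle in its Table 5, with the paper's scores of 1.81 and -1.93. The scores here were 0.78 (adjusted p = 0.900) and -1.34 (adjusted p = 0.105), so that neither list passed. Both scores lay within the replicate error of the paper's, which was 1.82 and 0.64. Glycerolipid metabolism passed without liver NP+tau replicate 1 (score 1.48, adjusted p = 0.0498). The cytosolic ribosome passed when genes were ranked by the moderated t of limma (score -1.98, adjusted p = 0.00084) and without muscle NP+tau replicate 3 (score -1.64, adjusted p = 0.0123), and it also passed camera with its preset correlation (adjusted p = 0.00480) but not with an estimated correlation (adjusted p = 0.766), without NP replicate 1 (adjusted p = 0.218) or without NP+tau replicate 1 (adjusted p = 0.241).

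The paper states, in a passage on its newborn and 4-week array groups together, that all groups were made up of pups of both sexes, and whether this covers the 4-week samples was not settled here. Here Xist was at 11.6 to 11.8 in all 3 NP livers and at 10.8 to 11.1 in all 3 NP muscles, with the Y-linked Eif2s3y at 3.48 to 3.71 over these 6 samples. In NP+tau, Eif2s3y was at 8.55 and 8.57 in 2 livers and at 9.37 and 9.24 in 2 muscles, and at 3.78 and 3.64 in the liver and muscle of replicate 1, which fits a group of both sexes for NP+tau. The NP values show no male in that group, which differs from the paper's statement if the statement covers these samples.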

Other observations

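None of the tests in this part was chosen only after the result was seen. In NP+tau muscle, interferon response genes had a mean log2 difference of 0.30 (standard error 0.19, n = 3 per group, adjusted p = 0.00111 from camera, 34 of 40 above 0), and all 13 markers of Schwann cells and nerve were below 0 (mean -0.35, standard error 0.32, adjusted p = 0.00111). With an estimated correlation the adjusted p was 0.710 for both. The former did not pass without NP+tau replicate 3 (adjusted p = 0.131) and the latter without NP replicate 2 (adjusted p = 0.0652). Neither passed with the Xist level as a covariate (adjusted p = 0.331 for the interferon genes, and 0.829 with the direction turned for the Schwann cell markers). In NP+tau liver, 41 of 45 cytosolic ribosomal genes were below 0 (mean -0.25, standard error 0.18, adjusted p = 0.000699, adjusted p = 0.638 with an estimated correlation), and the list did not pass without NP replicate 1 (adjusted p = 0.441) or with the Xist level as a covariate (adjusted p = 0.455). Hepatocyte markers did not pass in liver (34 genes, mean 0.02, adjusted p = 0.449). Markers of hepatic stellate cells and fibroblasts were lower in NP+tau liver (mean -0.48, standard error 0.18, adjusted p = 0.00251, 14 of 19 below 0, adjusted p = 0.638 with an estimated correlation), and did not pass without NP+tau replicate 2 (adjusted p = 0.0552) or with the Xist level as a covariate (adjusted p = 0.903).

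In all, 31 of 55 gene lists passed camera in liver (20 higher, 11 lower) and 22 of 55 in muscle (9 higher, 13 lower). With camera on ranks 31 and 23 passed, and 0 with an estimated correlation or with fry, where the lowest adjusted p with an estimated correlation was 0.638 in liver and 0.710 in muscle. Of the Reactome sets, 197 of 661 passed in liver (29 higher, 168 lower) and 165 of 639 in muscle (135 higher, 30 lower), and 0 with an estimated correlation in either tissue. The sets with the smallest p were those of translational regulation and initiation in liver (lower) and of ligand binding by G protein-coupled receptors in muscle (lower, 176 genes, mean -0.10, adjusted p = 0.000127).

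The mitochondrial genes that the paper lists as changed in newborn offspring of LP dams were also looked up at 4 weeks. In muscle, the 118 probes lower in LP newborns were higher in NP+tau than in NP offspring (mean 0.20, adjusted p = 1.95e-05, adjusted p = 0.382 with an estimated correlation). This did not pass without NP+tau replicate 1 (adjusted p = 0.362). Each of the 10 splits of the samples into groups of 3 called at least 1 newborn list, so this call is not by itself a sign of the diet. Mitochondrial genes as a whole had a mean of 0.15 in muscle, so the rise was not shown to be particular to these probes. In liver, neither the 144 probes higher (adjusted p = 0.173) nor the 54 probes lower in LP newborns (adjusted p = 0.638) passed. Across probes, the 4-week difference was weakly related to the paper's newborn difference between NP+tau and NP, with Pearson's r of 0.20 and Spearman's rho of 0.23 over 198 probes in liver and 0.22 and 0.21 over 120 probes in muscle. Probes are not independent replicates. Leaving out a replicate, r ranged from 0.154 to 0.234 in liver and from 0.0763 to 0.371 in muscle.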
